# Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B

**DOI:** 10.1186/s12864-017-3962-5

**Published:** 2017-08-10

**Authors:** Yanwei Li, Xianlong Ding, Xuan Wang, Tingting He, Hao Zhang, Longshu Yang, Tanliu Wang, Linfeng Chen, Junyi Gai, Shouping Yang

**Keywords:** Soybean (*Glycine max* (L.) Merr.), Cytoplasmic male sterility, DNA methylation, Differentially methylated gene, Gene expression

## Abstract

**Background:**

DNA methylation is an important epigenetic modification. It can regulate the expression of many key genes without changing the primary structure of the genomic DNA, and plays a vital role in the growth and development of the organism. The genome-wide DNA methylation profile of the cytoplasmic male sterile (CMS) line in soybean has not been reported so far.

**Results:**

In this study, genome-wide comparative analysis of DNA methylation between soybean CMS line NJCMS5A and its maintainer NJCMS5B was conducted by whole-genome bisulfite sequencing. The results showed 3527 differentially methylated regions (DMRs) and 485 differentially methylated genes (DMGs), including 353 high-credible methylated genes, 56 methylated genes coding unknown protein and 76 novel methylated genes with no known function were identified. Among them, 25 DMRs were further validated that the genome-wide DNA methylation data were reliable through bisulfite treatment, and 9 DMRs were confirmed the relationship between DNA methylation and gene expression by qRT-PCR. Finally, 8 key DMGs possibly associated with soybean CMS were identified.

**Conclusions:**

Genome-wide DNA methylation profile of the soybean CMS line NJCMS5A and its maintainer NJCMS5B was obtained for the first time. Several specific DMGs which participated in pollen and flower development were further identified to be probably associated with soybean CMS. This study will contribute to further understanding of the molecular mechanism behind soybean CMS.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3962-5) contains supplementary material, which is available to authorized users.

## Background

Cytoplasmic male sterility (CMS) is a common maternally inherited phenomenon that prevents the production of functional pollen [1]. In most cases of CMS, male-fertility can be recovered by specific gene named as restorer-of-fertility (RF) in the nuclear genome [2, 3]. At present, CMS has been present in more than 200 species of plants [4] and was widely used in crops hybrid breeding. Although the molecular mechanism of soybean CMS has been reported in transcriptomics [5], proteomics [6], microRNA [7] and mitochondrial genome [8] studies, the epigenetic regulation of the CMS remains poorly understood.

DNA methylation, a conserved epigenetic silencing mechanism in most eukaryote, could regulate the expression of many key genes, for example histone methylation along with gene silencing [9], RNA-directed DNA methylation repressing the LDMAR gene expression [10], and FLC chromatin with methylated modification delaying flowering [11]. In plant and animal, DNA methylation occurs predominately in CG enriched region of the genome, especially at CG island. However, cytosine methylation has also been observed in the CHG and CHH contexts with a low level in plant genome [12]. According to statistics, DNA methylation level varies from 4.6% to 30% in plant, which is relatively higher than that in animal [13]. No matter animal, plant or fungi, active genes are generally unmethylated, while transposable elements (TEs) are heavily methylated. So it was proposed that DNA methylation is roughly positively correlated with TE abundance, but negatively related to gene expression [14]. Within promoter region, DNA methylation is supposed to impact the transcriptional level of genes by silencing TE; whereas, within the gene body, DNA methylation may be associated with highly-expressed genes [15]. In addition, the establishment of DNA methylation mainly depends on DNA methyltransferases (DNMT), and DNA methylation regulation also relies on DNMT. To date, genes that encode DNMT have been isolated from a variety of plants, including rice, tobacco, corn and soybean [16–20].

Whole-genome sequencing and methylation profile has been widely reported in many plants, such as *Arabidopsis* [15], rice [21], soybean [14] and cotton [22]. Chen et al. [23] studied differentially methylation levels between the rice male sterile line PA64s and its fertile plant, and found the methylation level was higher in the sterile line than that of the fertile line. In addition, they also identified a differentially methylated gene (DMG) that was probably related to male sterility [24]. Liu et al. [25] proposed that the DNA methylation levels were higher in the corn CMS line than that in the maintainer line, and inferred that the changes of DNA methylation level in maize tassel may be associated with CMS. Although DNA methylome has also been used to analyze the distribution and average level of methylation in soybean root, stem, leaf and cotyledon [14], how DNA methylation may regulate the soybean CMS has no related report so far.

The soybean CMS line NJCMS5A was developed through consecutive backcross procedures with NJCMS1A [26–28] as the donor parent and Wandou 28 (designated as NJCMS5B afterwards) as recurrent parent in our laboratory. In this study, genome-wide comparative analysis of DNA methylation between soybean CMS line NJCMS5A and its maintainer NJCMS5B was conducted by whole-genome bisulfite sequencing. This is the first time to exploit epigenetic variation, and how gene expression is regulated in the whole genome of the soybean CMS.

## Results

### Analysis of genome-wide DNA methylation data of NJCMS5A and NJCMS5B

To study the genome-wide DNA methylation pattern of soybean, we collected flower buds from the soybean CMS line NJCMS5A and its maintainer NJCMS5B for constructing genomic DNA libraries. 

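NJCMS5A is male sterile, and NJCMS5B is the fertile maintainer that served as its recurrent parent. For each line, flower buds of different sizes were pooled and 1 bisulfite library was made. Bisulfite converts unmethylated cytosines to uracil and leaves methylated cytosines, so the methylation level of a region is the share of its cytosine calls that are still read as cytosine. The paper reports 147400718 clean reads for NJCMS5A and 150714851 for NJCMS5B (Table 1). The authors aligned them with Bismark (version 0.12.5) to the Williams 82 genome and compared the libraries with swDMR in windows of 1000 bp moved in steps of 100 bp. The deposited values analysed here are those of the resulting differentially methylated regions (DMRs), each with its position, its number of cytosines, and its mean depth and methylation level in either library, together with the genes annotated to the DMRs and the GO and KEGG results for these genes. Levels outside the DMRs were not analysed here. The product of level, depth and number of cytosines was a whole number in each of the 3527 DMRs, so the methylated and unmethylated calls behind each level were recovered. In total, 12507108 cytosine calls of NJCMS5A and 12628430 of NJCMS5B lay in the DMRs, and the median depth of a DMR was 11.3 calls per cytosine in NJCMS5A and 10.7 in NJCMS5B. The deposited levels carry no correction for unconverted cytosines, and the conversion rate in Table 1 is 99.75% for NJCMS5A and 99.39% for NJCMS5B. Calls of each DMR were compared with a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the DMRs, which had already been called, and levels are given with 95% Wilson confidence intervals. Calls from the same read are not independent, so these intervals cover counting error only. As there was 1 library per line, the tests compare the 2 libraries and not the lines, and no difference has a replicate check.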

In total, 383,901,574 (NJCMS5A) and 398,207,546 (NJCMS5B) raw reads were generated from the two DNA library samples by whole-genome bisulfite sequencing (Table 1). After removal of related adapters, low-quality reads and containing Ns, 147,400,718 in NJCMS5A and 150,714,851 in NJCMS5B clean reads were collected (Table 1), of which 65.08% (NJCMS5A) and 62.10% (NJCMS5B) were uniquely mapped to the reference soybean genome of Williams82 (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Gmax) (Table 1). Over 88% cytosines in soybean genome were covered by at least 5-fold coverage (Additional file 1). Meanwhile, more than 99% cytosines were converted, which indicates a high conversion rate in this study (Table 1).

**Table 1:** Summary of genome-wide methylation sequencing data

Sample	Raw reads	Clean reads	Total unique mapped reads	Percentage of mapped reads in total reads	The coverage of 5 × reads in total reads	Bisulfite sequencing conversion rate
NJCMS5A	383,901,574	147,400,718	95,930,507	65.08%	88.75%	99.75%
NJCMS5B	398,207,546	150,714,851	93,590,676	62.10%	88.48%	99.39%

The difference of DNA methylation level in the genome-wide between NJCMS5A and NJCMS5B was not significant. We detected 14.60% and 14.26% of methylated cytosines in NJCMS5A and NJCMS5B (Fig. 1a). Meanwhile, the average level of methylated cytosines in each context was also calculated for them. There were 48.58% of mCG (mCG/CG), 39.10% of mCHG (mCHG/CHG) and 6.74% of mCHH (mCHH/CHH) in NJCMS5A. Correspondingly, 47.37%, 37.27% and 6.73% of cytosines were methylated in CG, CHG and CHH contexts of NJCMS5B, respectively (Fig. 1a). Clearly, the average levels of mCG and mCHG were much higher than that of mCHH (Fig. 1a). And this distribution trend in three contexts in flower bud is generally similar to the trend reported previously in soybean root, steam, leaf and cotyledon [14]. Surprisingly, though the percent of mCHG was much lower than that of mCG and mCHG, the number of methylated cytosine sites in the three contexts was very similar. In NJCMS5A, we detected 48,495,434 mC sites, 15,497,738 mCG cites (32.0% of all mC), 15,425,507 mCHG sites (31.8% of all mC), 17,572,189 mCHH sites (36.2% of all mC), respectively; similarly, there were 31.9% mCG, 31.1% mCHG, and 37.0% mCHH in NJCMS5B (Fig. 1b). These results are consistent with the previous report about the DNA methylome of soybean LD00-2817P (“LD”) germplasm (Fig. 1b) [29]. So, we inferred there was a sizable proportion in of non-CG (CHG and CHH) in the plant cell.

**Fig. 1:**
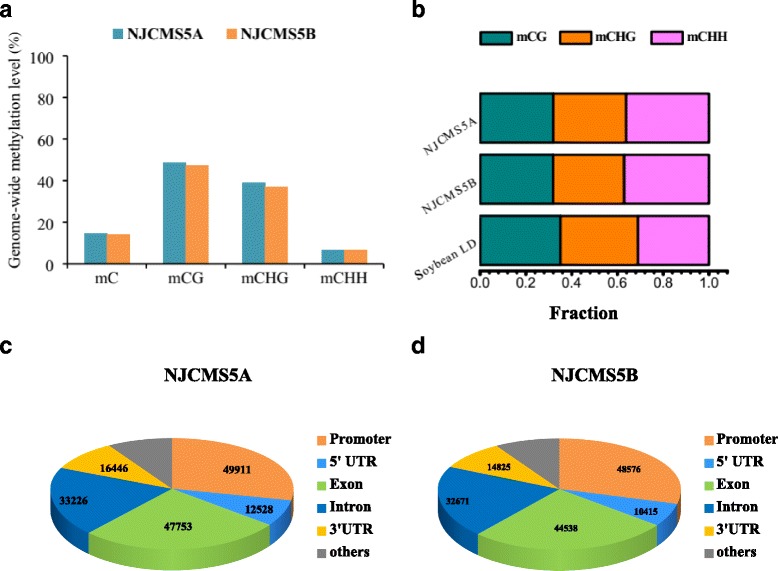
Feature of soybean genome-wide methylation between NJCMS5A and NJCMS5B. **a** Fraction of genome-wide methylated cytosines (mC) level and fraction of mC level in CG, CHG and CHH contexts. The blue column represented NJCMS5A, and red column represented NJCMS5B; **b** Distribution of methylated cytosines in the three contexts of NJCMS5A, NJCMS5B and soybean LD (soybean germplasm line LD00-2817P); **c** Number of methylated genes in the promoter, 5′UTR, exon, intron and 3′UTR region of NJCMS5A; **d** Number of methylated genes in the promoter, 5′UTR, exon, intron and 3′UTR region of NJCMS5B

### Profile of DNA methylation in gene and transposable element (TE) region

The density distribution of methylated cytosines was tested to detect DNA methylation region. Firstly, from the chromosome level, DNA methylation was enriched mostly in the centromeric region, but with a little methylation was present at both ends of the chromosome (Additional file 2). Secondly, to better understand the relationship of DNA methylation and gene expression, we divided the genome into some functional regions, namely promoter region defined as the 2 kb region upstream of a transcription start site (TSS) and gene body consisting of 5′UTR, exon, intron and 3′UTR. For the promoter region, the DNA methylation level rapidly increased as departing from the TSSs sites in all contexts (Fig. 2). And it showed a low level in the gene body (Fig. 2). Besides this feature, when compared with CHH methylation level, CG and CHG methylation levels were significantly higher in promoter or gene body region (Fig. 2).

**Fig. 2:**
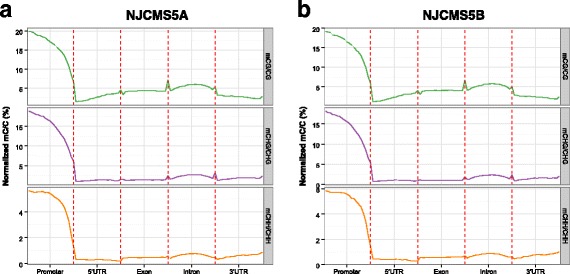
DNA methylation pattern in gene functional region under mC, mCG, mCHG and mCHH contexts. **a** Average density of DNA methylation in the promoter, 5′UTR, exon, intron and 3′UTR region under three contexts of NJCMS5A; **b** Average density of DNA methylation in the promoter, 5′UTR, exon, intron and 3′UTR region under three contexts of NJCMS5B. Each functional region was equally divided into 20 bins, and the mean of methylated cytosine density in each bin was defined as methylation density

To further assess the correlations among DNA methylation, TE and gene expression, we collected genome sequences (from our laboratory) and TE sequences from SoyTEdb (http://www.soybase.org/soytedb/) [30, 31] (Fig. 3). On the whole, the pattern of DNA methylation in NJCMS5A was very similar to that in NJCMS5B (Figs. 2 and 3). The level of DNA methylation of the whole soybean genome was just about 14%. Except for C-G nucleotide pairs, most methylation occurred in CHG site (Figs. 1a and 3). In the CG, CHG and CHH contexts, DNA methylation was most abundant in TE-rich and gene-poor expression region in this study (Fig. 3). So DNA methylation may be positively related with TE density and negatively related to the expression level of genes in the soybean genome, which agrees with an idea proposed previously [29]. However, more empirical evidence is required to confirm that this hypothesis could be applied to any mC site detected in this study.

**Fig. 3:**
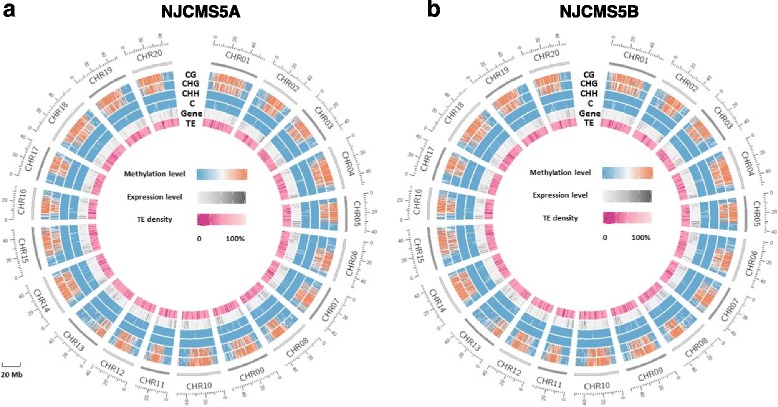
Circle plots of gene expression level, transposable element (TE) density and methylation level in the mC, mCG, mCHG and mCHH contexts of soybean (**a**) NJCMS5A and (**b**) NJCMS5B. TE indicated “TE density”; Gene indicated “gene expression level”; C, CG, CHH and CHG indicated “methylation level in mC, mCG, mCHG and mCHH, respectively”. Gene expression level was calculated by fragments per kilobase of exon model per million mapped fragments (RPKM). Data is plotted for 20 Mb windows in all soybean chromosomes (CHR01-CHR20). Gene expression level (from *light* colour to *dark* colour) indicates the level from 0 to 100%, and TE density (from *dark* colour to *light* colour) indicates the density from 0 to 100%

### Effect of DNA methylation on gene expression

Considered that the higher methylation level may reduce gene expression in the promoter region, we performed a further analysis of gene expression in different functional region using RNA-Seq data. Genes were divided into five groups, according to their expression level (Additional file 3): 0–1 (silent gene), 1–3 (low expressed gene), 3–15 (moderately expressed gene), 15–60 (highly expressed gene) and > 60 (gene with highest expression). The results clearly showed the negative correlation between DNA methylation and gene expression level in the promoter (Fig. 1c, d and Additional file 4). Due to large amounts of methylated genes (49,911 of NJCMS5A, 48,576 of NJCMS5B) occurred in promoter region, gene expression level in promoter was obviously lower than that in gene body (Fig. 1c, d and Additional file 4). However, in the gene body, the expression levels of high and middle genes were much high, which indicated no negative or positive correlation between gene expression and DNA methylation (Fig. 1c, d and Additional file 4).

### Identification of differentially methylated gene (DMG) between NJCMS5A and NJCMS5B

Differentially methylated region (DMR) is a significant sign of epigenetic variation, which may participate in regulating the DMGs to influence biological processes. By a genome-wide comparison of DNA methylation sequences between NJCMS5A and NJCMS5B, 3527 DMRs (Additional file 5) were identified by swDMR software (https://sourceforge.net/projects/swdmr/) with “FDR ≤ 0.05 and coverage changes ≥ 5” in this study. 

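The Fisher's exact test on the recovered calls gave the deposited p-value, to within 0.001 in log10, in each of the 3309 DMRs compared. In the remaining DMRs the p-value was too small to be compared. The DMRs spanned a median of 1135 bp and held 10 to 2020 cytosines, with a median of 215. In every DMR the levels differed by at least 10 percentage points, the higher level was at least 2 times the lower, and the mean depth was at least 5 in both libraries. The level was lower in NJCMS5A in 1967 DMRs (55.8%, 95% confidence interval 54.1 to 57.4) and higher in 1560. Only 311 DMRs lay on the 20 chromosomes, of which 70.1% (64.8 to 74.9) were hypo-methylated in NJCMS5A. The other 3216 DMRs, or 91.2% (90.2 to 92.1), lay on 514 unplaced scaffolds, where 54.4% (52.7 to 56.1) were hypo-methylated, and 750 of them lay on scaffold_21 alone. Up to the last DMR of each sequence, this came to 0.347 DMRs per Mb over 896 Mb of chromosomes and 152 DMRs per Mb over 21.2 Mb of scaffolds. Any scaffold without a DMR is left out of this length and each length ends at a DMR, so the scaffold density may be overstated. The median difference between the libraries was 10.9 percentage points on the chromosomes and 17.6 on the scaffolds. Across the DMRs of the chromosomes, the depth in NJCMS5A followed the depth in NJCMS5B (Spearman's rho 0.695, approximate 95% confidence interval 0.632 to 0.748), whereas across those of the scaffolds rho was 0.142 (0.108 to 0.176); DMRs are not independent replicates. When a level difference of at least 20 percentage points was required, 1194 DMRs were left.

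**Figure D1:**
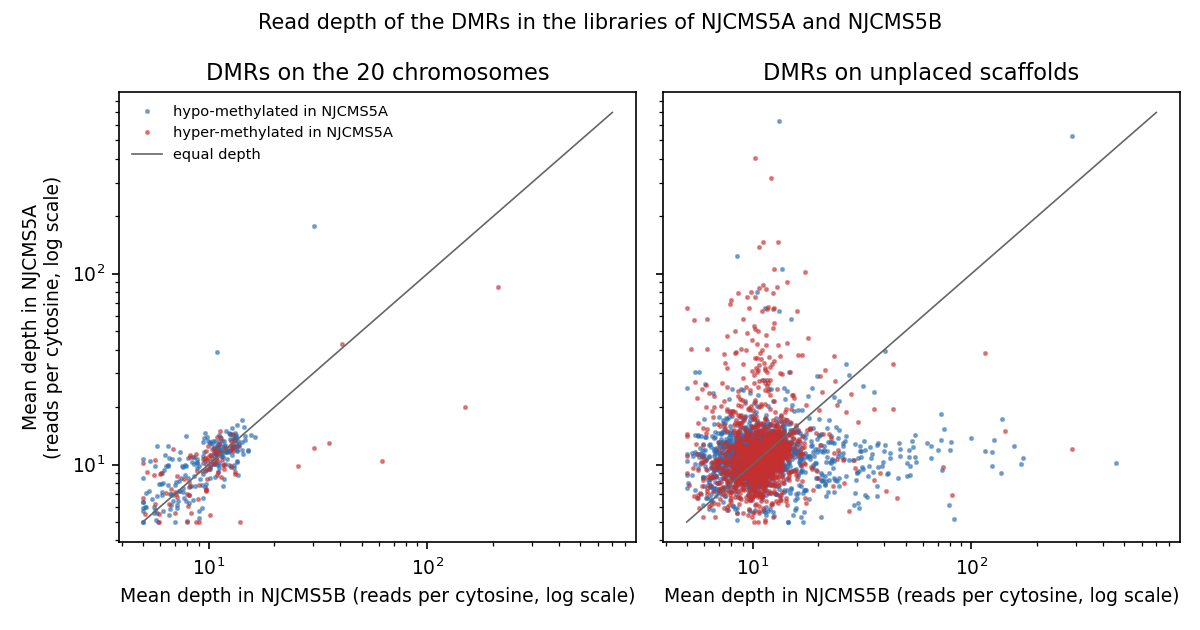
Mean depth of each DMR in NJCMS5A (vertical axis) against NJCMS5B (horizontal axis), in reads per cytosine on log scales, with 1 point per DMR coloured by direction and a line of equal depth. The 311 DMRs of the chromosomes (left) mostly lie along the line, while the 3216 DMRs of unplaced scaffolds (right) include many with a high depth in only 1 of the libraries.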

Then, DMGs were defined as genes overlapping with significant DMRs with at least 1 bp in the promoter and/or gene body. From 739 DMRs (Additional file 6) with genomic feature, we obtained 485 non-repeat DMGs including 281 hypo-methylated genes (57.9%) and 88 hyper-methylated genes (18.2%) in the NJCMS5A relative to NJCMS5B. In addition, 116 methylation-unstable genes (23.9%) that overlapped with different gene functional region (promoter, 5′UTR, exon, intron or 3′UTR) showed both hyper-methylation and hypo-methylation (Fig. 4a). 

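The deposited annotation held 739 pairs of DMR and gene, made of 600 DMRs and 485 genes. In 281 genes (57.9%, 95% confidence interval 53.5 to 62.3) every annotated DMR had a lower level in NJCMS5A, and in 88 genes (18.1%, 15.0 to 21.8) every annotated DMR had a higher level. A DMR on a chromosome was present in 110 of the hypo-methylated and 30 of the hyper-methylated genes. The remaining genes were annotated to DMRs on unplaced scaffolds, where the depths of the libraries were only weakly correlated. In 84 pairs, from 70 genes, the gene's name placed it on another sequence than the DMR, and all 84 pairs had been annotated by a UTR alone. The choice that moved these counts most was a level difference of at least 20 percentage points, which left 87 hypo-methylated and 18 hyper-methylated genes.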

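Genes with DMRs of both directions numbered 116 (95% confidence interval 20.3 to 27.9% of the DMGs) and carried a median of 2 and up to 10 DMRs, against a median of 1 in the hypo-methylated and hyper-methylated genes. Of these 116 genes, 105 had names of unplaced genes, and only 1 had a DMR on a chromosome. For example, the promoter, exon and intron of Glyma.U015500 (bHLH protein) overlapped a DMR at scaffold_21 from 2334113 to 2336108 with a level of 35.7% (34.4 to 37.0) in NJCMS5A and 17.2% (16.3 to 18.1) in NJCMS5B, and its exon and intron overlapped a further DMR from 2336316 to 2337608 with 12.7% (11.8 to 13.7) against 28.5% (27.2 to 29.9). When both libraries were required to have a depth of at least 10, the number of such genes was 74, and with a level difference of at least 20 percentage points it was 1.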

In the gene functional region, there were more promoter-related DMGs (59.2%) than the exon-related (49.3%) or intron-related DMGs (42.9%) (Table 2 and Fig. 4b). In addition, we found the number of hypo-methylated DMGs was almost two to five times more than the number of hyper-methylated DMGs (Fig. 4c), which implied that DNA hypo-methylation often occurred as the epigenetic initial abnormality.

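Counting a gene in each functional region that a DMR overlapped, 330 DMGs had a DMR in the promoter (68.0%, 95% confidence interval 63.8 to 72.0), defined by the authors as the 2 kb upstream of the gene. Without genes that had promoter DMRs of both directions, a choice made after seeing the data, 288 were left (59.4%). A DMR in an exon was found in 279 (57.5%, 53.1 to 61.8) and in an intron in 254 (52.4%, 47.9 to 56.8). Without genes that had DMRs of both directions in the region, 232 exon DMGs (47.8%) and 204 intron DMGs (42.1%) were left. The 5′UTR was overlapped in 185 DMGs and the 3′UTR in 126, and 58 pairs of the 5′UTR and 33 of the 3′UTR belonged to genes named for another sequence than the DMR. On the chromosomes alone, 94 DMGs had a promoter DMR, 60 an exon DMR and 60 an intron DMR. With a level difference of at least 20 percentage points, promoter and exon each had 61 DMGs and the intron 57. Over all DMGs, the promoter share lay above the intervals of the exon and intron shares, while the intervals of exon and intron overlapped.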

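In the promoter, 235 DMGs had a hypo-methylated and 137 a hyper-methylated DMR, a ratio of 1.72 (95% confidence interval 1.39 to 2.12), with 42 genes counted in both directions; without these, a choice made after seeing the data, 193 and 95 genes gave a ratio of 2.03. The ratio was 4.05 (2.85 to 5.77) in the 5′UTR, from 154 and 38 genes. It was 2.75 (2.15 to 3.51) in exons, from 239 and 87 genes, and 2.42 (1.89 to 3.09) in introns, from 215 and 89 genes. In the 3′UTR, 100 and 30 genes gave 3.33 (2.22 to 5.00). Each interval lay above 1, although genes that share a DMR are not independent. The intervals also treat the counts as separate genes, whereas 47 genes in exons and 50 in introns were likewise counted in both directions. They are therefore only approximate. The promoter therefore had the lowest ratio over all DMGs, but on the chromosomes alone it had the highest, 4.22 from 76 and 18 genes. A minimum difference of 20 percentage points raised the ratio in every region, from 3.77 in promoters to 13 in the 3′UTR. From the larger number of hypo-methylated genes in each region, the paper proposes that hypo-methylation often was the initial epigenetic abnormality.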

**Fig. 4:**
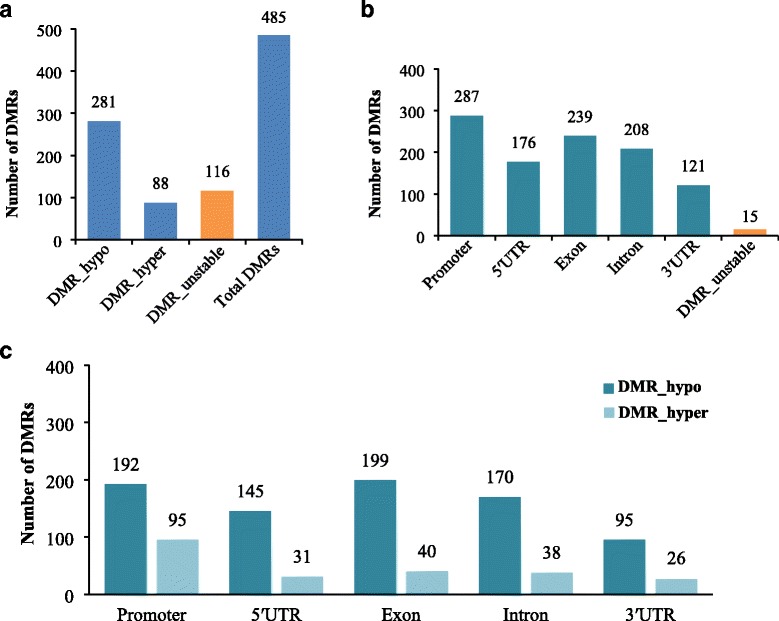
Distribution and proportion of differentially methylated genes (DMGs). **a** Total DMGs divided into hypo-DMGs and hyper-DMGs and unstable-DMGs (genes overlapping with both hyper- and hypo- DMGs); **b** Number of DMGs in gene functional region (promoter, 5′UTR, exon, intron and 3′UTR); **c** Number of hypo-DMGs and hyper-DMGs in gene functional region (promoter, 5′UTR, exon, intron and 3′UTR)

**Table 2:** Distribution of differentially methylated genes (DMGs) in gene functional region

Gene functional region	Promoter	5′ UTR	Exon	Intron	3′ UTR
DMG_hypo	192	145	199	170	95
DMG_hyper	95	31	40	38	26
Total DMG	287	176	239	208	121
DMG rate in genome (%)	59.2%	36.3%	49.3%	42.9%	24.9%

### Validation of the whole-genome bisulfite sequencing (WGBS) data by bisulfite treatment

We randomly selected 25 DMRs (16 hypo-DMRs and 9 hyper-DMRs) in NJCMS5A to confirm the WGBS data by bisulfite treatment, including *Glyma.04G206000* (OSBP), *Glyma.19G144200* (bHLH DNA-binding), *Glyma.16G081800* (lipase), *Glyma.06G266900* (galacturonosyl transferase) and so on (Figs. 5 and 6). 

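In the whole-genome data, Glyma.04G206000 had a DMR over its exon and intron at Chr04 from 47862705 to 47864001, with a level of 2.95% (95% confidence interval 2.47 to 3.51; depth 11.0) in NJCMS5A and 13.6% (12.6 to 14.7; depth 11.4) in NJCMS5B. The DMR in the promoter of Glyma.19G144200, at Chr19 from 40542572 to 40544051, had 7.20% (6.42 to 8.07) in NJCMS5A and 17.6% (16.4 to 18.9) in NJCMS5B. Glyma.16G081800 differed in the opposite direction, with 18.8% (17.4 to 20.2) in NJCMS5A against 7.96% (7.14 to 8.88) in NJCMS5B over its promoter, exon and intron (Chr16, 8808208 to 8809178). Over the exon and 3′UTR of Glyma.06G266900, at Chr06 from 45486684 to 45487677, the level was 8.40% (6.64 to 10.6) in NJCMS5A and 20.0% (17.3 to 23.0) in NJCMS5B, from only 74 cytosines (Fisher's exact test, adjusted p = 6.9e-11). This last difference no longer passed the test when each cytosine was counted once, whatever its depth. Coordinates are those of the deposited data.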

Many of DMGs showed the cytosines in the CG and CHG contexts were more frequently methylated than that in the CHH context (Fig. 5 and Additional file 7). The bisulfite sequencing results showed that 21 DMRs containing of 13 hypo-DMRs and 8 hyper-DMRs were consistent with the WGBS data, which indicated WGBS data were credible in the study (Additional files 7 and 8). 

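Each of the 25 regions sequenced from clones was matched to the DMR whose deposited levels give the whole-genome values listed in Additional file 8. By the deposited levels, 18 of these DMRs were hypo-methylated and 7 hyper-methylated in NJCMS5A. The clone difference between the lines, which is the paper's value, had the same direction as the whole-genome difference in 21 regions (84%, 95% confidence interval 65.3 to 93.6; two-sided exact binomial test against an equal chance of either direction, p = 9.1e-04), of which 15 were hypo-methylated and 6 hyper-methylated. By the primer coordinates, 20 regions lay inside their DMR and 18 of these had the same direction. The other 5 lay outside it, 4 of them by 604 to 2867 bp and 1 on another sequence, and 3 of the 5 had the same direction. All 14 regions with a clone difference of at least 5 percentage points had the same direction, against 7 of the 11 with a smaller difference. These differences were taken from the clone levels of Additional file 7 where given; for the region on Chr03 they give -0.515 percentage points, whereas Additional file 8 lists -5, and with the listed differences the counts were 15 of 15 and 6 of 10. For the 4 regions with the opposite direction, Additional file 7 holds no clone levels. The size of the clone difference did not follow that of the whole-genome difference, either within the 18 hypo-methylated regions (Pearson's r -0.187, permutation p = 0.412; Spearman's rho -0.205, permutation p = 0.412) or within the 7 hyper-methylated regions (r -0.173, exact permutation p = 0.711; rho -0.429, exact permutation p = 0.354), and the lowest Benjamini-Hochberg adjusted p of these 4 correlations was 0.55. Without the 2 regions farthest from the median whole-genome difference, r was -0.311 and -0.718. These correlations cannot decide whether the sizes are related. Whole-genome differences in the DMRs were all at least 10 percentage points, with a median of 10.6 in these regions, so their range was narrow. Regions outside their DMR were also kept in, among them that with the largest whole-genome difference. The paper concludes from the 21 regions that its whole-genome data were credible.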

In term of CG context, many DMGs were methylated highly, so we also made models of the methylated percentage at each site (Fig. 6), including *Glyma.08G317600* (MYB domain protein), *Glyma.10G248800* (methyltransferases), *Glyma.U028100* (MYB domain protein) and *Glyma.U013000* (AGAMOUS). Among them, the gene of *Glyma.U013000* exhibited a higher methylation level in NJCMS5A compared NJCMS5B. But *Glyma.08G317600*, *Glyma.10G248800* and *Glyma.U028100* were identified to be hypo-methylation in NJCMS5A.

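Glyma.U013000 had 2 DMRs on scaffold_21, both with a higher level in NJCMS5A. The first, from 693830 to 695022 over its promoter, exon and intron, held 309 cytosines with a level of 14.9% (95% confidence interval 13.6 to 16.3; depth 8.62) in NJCMS5A and 4.44% (3.80 to 5.18; depth 11.1) in NJCMS5B. The second, from 695130 to 695210 in the promoter, rested on 13 cytosines, with 20.4% (15.5 to 26.2) against 6.62% (3.52 to 12.1; Fisher's exact test, adjusted p = 3.8e-04), and did not pass when each cytosine was counted once. Both lie on an unplaced scaffold, where the depths of the libraries were only weakly correlated. In the clones, the paper's levels over 694229 to 694591 were 16.1% in NJCMS5A and 13.8% in NJCMS5B.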

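The promoter of Glyma.08G317600 held a DMR at Chr08 from 43714800 to 43715774 with 167 cytosines, whose level was 7.86% (95% confidence interval 6.84 to 9.02; depth 14.0) in NJCMS5A and 18.0% (16.5 to 19.7; depth 13.2) in NJCMS5B. In the promoter of Glyma.10G248800, at Chr10 from 47699811 to 47700804, the level over 198 cytosines was 13.3% (12.0 to 14.6) against 26.6% (24.7 to 28.5). Glyma.U028100 had a promoter DMR at scaffold_27 from 335203 to 336302, with 3.86% (3.12 to 4.77) against 15.8% (14.1 to 17.5) over 169 cytosines. The paper's clone levels for NJCMS5A and NJCMS5B were 10.6% and 17.5% for the region of Glyma.08G317600, 2.69% and 25.1% for that of Glyma.10G248800, and 20.8% and 26.2% for that of Glyma.U028100. The latter clone region, from 331871 to 332336, lay 2867 bp outside the DMR of this gene, which is on an unplaced scaffold with only weakly correlated depths of the libraries.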

**Fig. 5:**
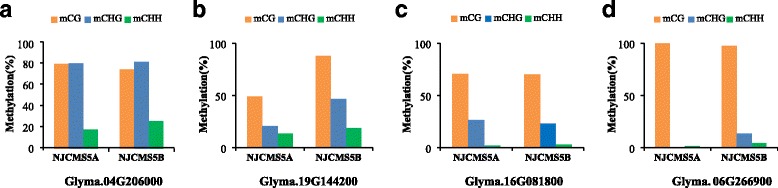
DNA methylation patterns of four differentially methylated genes (DMGs) validated by bisulfite treatment. **a** Glyma.04G206000 (oxysterol binding protein); **b** Glyma.19G144200 (basic helix-loop-helix DNA-binding protein); **c** Glyma.16G081800 (lipase); **d** Glyma.06G266900 (galacturonosyl transferase). The red, blue and green columns in the histograms refer to the collective methylation levels (in percentage) in CG, CHG and CHH contexts, respectively

**Fig. 6:**
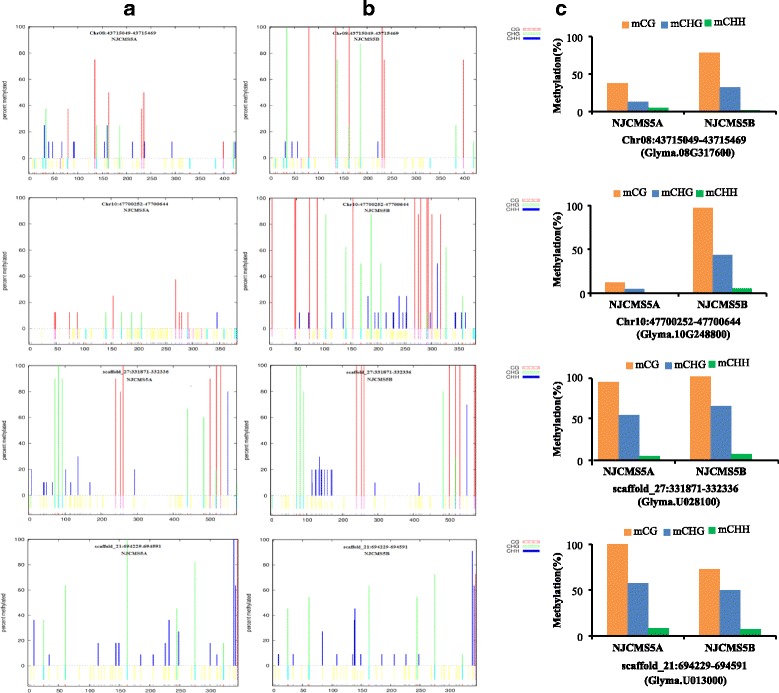
DNA methylation patterns of four typical differentially methylated regions (DMRs) with high methylation site. **a** Analysis of bisulfite treatment results of NJCMS5A; **b** Analysis of bisulfite treatment results of NJCMS5B. The colored bars above the x-axis show the methylated percent at each site. The short bars at the bottom of the graph show the position of the cytosines. The average level of methylation was calculated with 8–12 clones by bisulfite treatment and nested PCR. **c** Methylation patterns of DMRs, including hyper-methylated regions (Chr08:43,715,049–43,715,469, Chr10:47,700,252–47,700,644 and scaffold_27:331,871–332,336), and hypo-methylated region (scaffold_21:694,229–694,591)

### Gene ontology (GO) annotation and Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis

To describe property of genes and their products, WEGO (http://wego.genomics.org.cn) was used to functionally categorize the DMGs (Fig. 7). 

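The authors' deposited GO table annotated 334 of the DMGs against a background of 38033 genes. By the directions of their DMRs, 195 of the annotated DMGs were only hypo-methylated, 64 only hyper-methylated, and 75 had DMRs of both directions and count as both. Of the annotated genes with a hyper-methylated DMR, 107 had names of unplaced genes. In the authors' deposited table, 80 of the 1242 terms had an unadjusted p-value under 0.05, and every corrected p-value was 1.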

In total of 334 DMGs, comprising of 270 hypo-methylated and 139 hyper-methylated DMGs were annotated to 31 functional categories, including, 14 biological processes (BP), 9 cellular components (CC) and 8 molecular functions (MF) (Fig. 7). 

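For each GO term, the number of annotated genes with a hyper-methylated DMR was set against the number of background genes. The test was a one-sided hypergeometric test, which is exact. Benjamini-Hochberg adjustment was made over 837 terms of biological process, cellular component and molecular function together. The following terms are of biological process. Primary metabolic process held 72 such genes where 59.4 were expected (exact p = 0.019, adjusted p = 0.358), and 40 of the 72 also had a hypo-methylated DMR. Cellular metabolic process held 67 against 55.5 expected (exact p = 0.0287, adjusted p = 0.378), and macromolecule metabolic process 57 against 47.0 (p = 0.045, adjusted p = 0.382). Cellular localization held 8 against 6.64 expected (exact p = 0.346). Macromolecule localization and transport held fewer genes than expected, 6 against 6.50 (exact p = 0.636) and 20 against 20.1 (exact p = 0.546).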

In the term of BP, we found that the hyper-methylated DMGs were mainly involved in catabolic process (GO: 0044238, GO: 0044237, GO: 0043170), cellular localization (GO: 0051641), macromolecule of localization (GO: 0033036) and transport (GO: 0006810) (Fig. 7). 

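Among the terms of cellular component, nucleoplasm and nucleoplasm part held the same 5 hyper-methylated DMGs where 1.40 were expected (one-sided exact hypergeometric test, p = 0.0137, adjusted p = 0.347). The 3 sperm terms, of 2 background genes each, held only Glyma.U030100 (exact p = 0.0073, adjusted p = 0.288), which had DMRs of both directions. The 3 membrane terms, of 67 background genes each, held Glyma.U007900 and Glyma.U021000 where 0.245 genes were expected (exact p = 0.0251, adjusted p = 0.358). These 3 genes are named as unplaced genes.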

In the term of CC, the hyper-methylated DMGs were mostly participated in nucleoplasm part (GO: 0005654, GO: 0044451), sperm part (GO: 0036126, GO: 0097223, GO: 0097228) and organism membrane (GO: 0033644, GO: 0044218, GO: 0044279). And in the term of MF, the hyper-methylated DMGs were mostly involved in the process of transcription regulation (GO:0060089) and transporter (GO:0005215, GO:0022857) (Fig. 7). In addition, those hyper-methylation genes of NJCMS5A were made for GO enrichment analysis by using the GOseq R package. 

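Molecular transducer activity held 5 DMGs with a hyper-methylated DMR, and 2.65 were expected (one-sided exact hypergeometric test, p = 0.127). Transporter activity held 11 against 10.4 expected (exact p = 0.469), and transmembrane transporter activity 9 against 8.68 (exact p = 0.505).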

The result showed many of them appeared to be enriched in macromolecule modification, cellular metabolism, transcription regulation, protein phosphorylation and so on. These corresponding genes were taken into account for significantly down-regulated genes and further were listed (Table 3), including 86 genes for “BP” (36), 15 genes for “CC” (17) and 95 genes for “MF” (41).

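With the test on hyper-methylated DMGs, 94 of the 837 terms had an unadjusted p-value under 0.05, and the numbers of DMGs and background genes of all 94 terms of Table 3 were the same. They comprised 36 terms of biological process with 86 genes, 17 of cellular component with 15 genes and 41 of molecular function with 95 genes. DMRs of both directions were present in 47 of these 86 genes, 8 of the 15 and 53 of the 95. No term passed an adjusted p-value of 0.05, the lowest being 0.288, and 26 of the 94 terms held only 1 DMG. When genes with DMRs of both directions were left out, 57 of 502 terms had an unadjusted p-value under 0.05, and 31 of them were among the 94. Gene expression was not part of these data.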

**Fig. 7:**
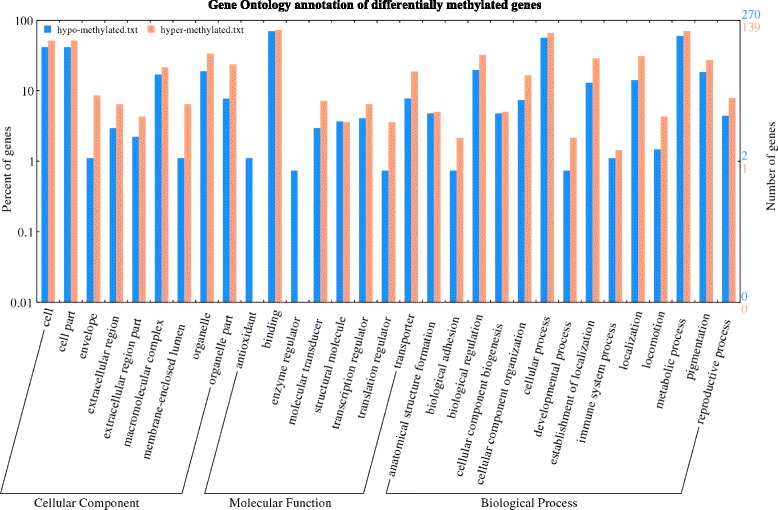
Gene Ontology (GO) annotation of differentially methylated genes (DMGs) between NJCMS5A and NJCMS5B. The *blue* and *red* column in the histogram referred to the hypo-methylation and hyper-methylation level (percentage and number), respectively

**Table 3:** Significant Gene Ontology (GO) terms of hyper-methylated genes in NJCMS5A

GO accession	Term type	Description	DMR _ item	BG _ item	P _ value
GO:0019058	BP	viral infectious cycle	6	364	0.0022802
GO:0006011	BP	UDP-glucose metabolic process	1	1	0.0036546
GO:0015977	BP	carbon fixation	2	25	0.0037648
GO:0016042	BP	lipid catabolic process	3	109	0.0075620
GO:0044403	BP	symbiosis, encompassing mutualism through parasitism	8	789	0.0086707
GO:0071704	BP	organic substance metabolic process	76	16,860	0.0089794
GO:0044419	BP	interspecies interaction between organisms	8	796	0.0091147
GO:0006099	BP	tricarboxylic acid cycle	2	40	0.0094446
GO:0000723	BP	telomere maintenance	5	350	0.0094633
GO:0032200	BP	telomere organization	5	350	0.0094633
GO:0060249	BP	anatomical structure homeostasis	5	350	0.0094633
GO:0019067	BP	viral assembly, maturation, egress, and release	3	130	0.0121930
GO:0009060	BP	aerobic respiration	2	46	0.0123550
GO:0016032	BP	viral process	7	725	0.0175200
GO:0044238	BP	primary metabolic process	72	16,245	0.0190260
GO:0009225	BP	nucleotide-sugar metabolic process	1	6	0.0217300
GO:0034219	BP	carbohydrate transmembrane transport	1	6	0.0217300
GO:0071806	BP	protein transmembrane transport	2	66	0.0244210
GO:0006367	BP	transcription initiation from RNA polymerase II promoter	2	67	0.0251130
GO:0030150	BP	protein import into mitochondrial matrix	1	7	0.0253060
GO:0044764	BP	multi-organism cellular process	7	785	0.0256590
GO:0015074	BP	DNA integration	2	69	0.0265210
GO:0044237	BP	cellular metabolic process	67	15,179	0.0286360
GO:0072519	BP	parasitism	1	9	0.0324180
GO:0018149	BP	peptide cross-linking	1	10	0.0359550
GO:0006464	BP	cellular protein modification process	19	3357	0.0370220
GO:0036211	BP	protein modification process	19	3357	0.0370220
GO:0006468	BP	protein phosphorylation	15	2522	0.0427720
GO:0019068	BP	virion assembly	2	90	0.0430940
GO:0043170	BP	macromolecule metabolic process	57	12,853	0.0449750
GO:0043412	BP	macromolecule modification	20	3665	0.0451580
GO:0032940	BP	secretion by cell	3	221	0.0477090
GO:0046903	BP	secretion	3	221	0.0477090
GO:0006807	BP	nitrogen compound metabolic process	41	8794	0.0487850
GO:0000079	BP	regulation of cyclin-dependent protein serine/threonine kinase activity	1	14	0.0499750
GO:0071900	BP	regulation of protein serine/threonine kinase activity	1	14	0.0499750
GO:0016592	CC	mediator complex	4	183	0.0046636
GO:0036126	CC	sperm flagellum	1	2	0.0072960
GO:0097223	CC	sperm part	1	2	0.0072960
GO:0097228	CC	sperm principal piece	1	2	0.0072960
GO:0005654	CC	nucleoplasm	5	384	0.0136830
GO:0044451	CC	nucleoplasm part	5	384	0.0136830
GO:0071203	CC	WASH complex	2	61	0.0210820
GO:0033644	CC	host cell membrane	2	67	0.0251130
GO:0044218	CC	other organism cell membrane	2	67	0.0251130
GO:0044279	CC	other organism membrane	2	67	0.0251130
GO:0044441	CC	cilium part	1	7	0.0253060
GO:0036128	CC	catSper complex	1	9	0.0324180
GO:0030658	CC	transport vesicle membrane	2	87	0.0405380
GO:0019031	CC	viral envelope	4	354	0.0413760
GO:0036338	CC	viral membrane	4	354	0.0413760
GO:0005891	CC	voltage-gated calcium channel complex	1	13	0.0464890
GO:0034704	CC	calcium channel complex	1	13	0.0464890
GO:0004675	MF	transmembrane receptor protein serine/threonine kinase activity	2	18	0.0019525
GO:0008964	MF	phosphoenolpyruvate carboxylase activity	2	20	0.0024130
GO:0008234	MF	cysteine-type peptidase activity	5	273	0.0033820
GO:0019199	MF	transmembrane receptor protein kinase activity	2	25	0.0037648
GO:0001076	MF	RNA polymerase II transcription factor binding transcription factor activity	4	180	0.0043995
GO:0001104	MF	RNA polymerase II transcription cofactor activity	4	180	0.0043995
GO:0017111	MF	nucleoside-triphosphatase activity	17	2371	0.0059866
GO:0000988	MF	protein binding transcription factor activity	5	320	0.0065718
GO:0004611	MF	phosphoenolpyruvate carboxykinase activity	2	34	0.0068906
GO:0016462	MF	pyrophosphatase activity	17	2410	0.0070057
GO:0004197	MF	cysteine-type endopeptidase activity	4	221	0.0089745
GO:0016818	MF	hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides	17	2498	0.0098272
GO:0000989	MF	transcription factor binding transcription factor activity	4	228	0.0099793
GO:0003712	MF	transcription cofactor activity	4	228	0.0099793
GO:0016787	MF	hydrolase activity	38	7372	0.0141010
GO:0016817	MF	hydrolase activity, acting on acid anhydrides	17	2626	0.0154860
GO:0005516	MF	calmodulin binding	2	56	0.0179520
GO:0000149	MF	SNARE binding	1	5	0.0181410
GO:0019905	MF	syntaxin binding	1	5	0.0181410
GO:1,901,363	MF	heterocyclic compound binding	59	12,823	0.0194820
GO:0097159	MF	organic cyclic compound binding	59	12,831	0.0197370
GO:0004386	MF	helicase activity	9	1116	0.0217290
GO:0004308	MF	exo-alpha-sialidase activity	1	6	0.0217300
GO:0004683	MF	calmodulin-dependent protein kinase activity	1	6	0.0217300
GO:0016997	MF	alpha-sialidase activity	1	6	0.0217300
GO:0034062	MF	RNA polymerase activity	5	448	0.0247360
GO:0070403	MF	NAD+ binding	1	7	0.0253060
GO:0016779	MF	nucleotidyltransferase activity	7	785	0.0256590
GO:0003676	MF	nucleic acid binding	33	6489	0.0271790
GO:0003852	MF	2-isopropylmalate synthase activity	1	8	0.0288680
GO:0008083	MF	growth factor activity	2	73	0.0294300
GO:0003899	MF	DNA-directed RNA polymerase activity	4	319	0.0299720
GO:0003677	MF	DNA binding	23	4224	0.0332160
GO:0016298	MF	lipase activity	3	197	0.0359010
GO:0004325	MF	ferrochelatase activity	1	10	0.0359550
GO:0038023	MF	signaling receptor activity	4	347	0.0389240
GO:0047750	MF	cholestenol delta-isomerase activity	1	11	0.0394790
GO:0003678	MF	DNA helicase activity	6	693	0.0423700
GO:0016863	MF	intramolecular oxidoreductase activity, transposing C = C bonds	1	12	0.0429910
GO:0046915	MF	transition metal ion transmembrane transporter activity	3	221	0.0477090
GO:0046789	MF	host cell surface receptor binding	1	14	0.0499750

*BP* biological process; *CC* cellular component; *MF* molecular functional; *DMR* differentially methylated region; *BG*: background

Among the DMGs, 51 DMGs (Additional file 9) were predicted to be enriched in 35 biochemical metabolic pathways in the KEGG database (http://www.genome.jp/kegg/), including plant hormone signal transduction (ko04075), glycolysis / gluconeogenesis (ko00010), regulation of actin cytoskeleton (ko04810), RNA degradation (ko03018), cysteine and methionine metabolism (ko00270) and oxidative phosphorylation (ko00190). 

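The authors' deposited KEGG table listed 68 DMGs in 168 pathways, of which 11 had an unadjusted p-value under 0.05 and none a corrected p-value under 0.05, the lowest corrected value being 0.509. The 35 pathways of Additional file 9 were all in that table, with p-values from 0.0942 to 0.999 and a median of 0.686. The p-values in the authors' deposited table come from an exact hypergeometric test. Oxidative phosphorylation held 5 DMGs of 212 background genes in the authors' deposited table (exact p = 0.191), regulation of actin cytoskeleton 2 of 110 (exact p = 0.468) and RNA degradation 2 of 171 (exact p = 0.701). Cysteine and methionine metabolism, glycolysis / gluconeogenesis, and plant hormone signal transduction each held 1 DMG in the authors' deposited table, with p-values of 0.82, 0.956 and 0.999. The lowest p-value in the authors' deposited table was 0.0109, for the insulin signaling pathway with 6 DMGs of 126 background genes. By their names, pathways of animals or of disease are among the 11, such as MAPK signaling pathway - fly and thyroid cancer, with 2 DMGs each. These names limit what the 11 can say about soybean.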

Based on the GO and KEGG pathway analysis, 8 genes were determined to be potentially related to soybean CMS (Table 4). For example, anther wall tapetum development gene *Glyma.U015500*, ATPase activity genes *Glyma.16G195100* and *Glyma.06G248800*, proteolysis gene *Glyma.U045200*, regulation of transcription genes *Glyma.08G317600*, *Glyma.U028100* and *Glyma.U040000* and mitochondrion structural gene *Glyma.14G212600*.

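Of the genes of Table 4, Glyma.06G248800 had a DMR over its exon, intron and 3′UTR at Chr06 from 42001930 to 42003009, with a level of 8.38% (95% confidence interval 7.19 to 9.74; depth 10.9) in NJCMS5A and 19.5% (17.5 to 21.6; depth 8.59) in NJCMS5B. Glyma.14G212600 was higher in NJCMS5A, with 11.1% (9.81 to 12.5) against 0.506% (0.283 to 0.903) over the promoter, exon and intron at Chr14 from 47778771 to 47780258. Over the promoter and exon of Glyma.U045200, at scaffold_97 from 57136 to 58793, the level was 18.5% (17.4 to 19.6) in NJCMS5A and 42.2% (40.7 to 43.6) in NJCMS5B. The promoter DMR of Glyma.U040000, at scaffold_530 from 5158 to 6351, had 27.2% (24.8 to 29.8) against 12.6% (10.7 to 14.8). The DMR annotated to the 5′UTR of Glyma.16G195100 lay on scaffold_44 from 85447 to 91534 and not on chromosome 16, with 1.86% (1.66 to 2.08) against 18.1% (17.6 to 18.7). The clone regions matched to the DMRs of Glyma.06G248800 and Glyma.U040000 lay 902 and 983 bp outside them, and their clone differences in Additional file 8 had the opposite direction; that of Glyma.U045200 lay 604 bp outside and had the same direction. In none of these DMRs did the intervals of the libraries overlap. This adds no support, because the DMRs had been called for differing levels from the same calls. The DMRs of Glyma.U015500, Glyma.16G195100, Glyma.U045200, Glyma.U028100 and Glyma.U040000 lie on unplaced scaffolds, across which the depths of the libraries were only weakly correlated.

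**Figure D2:**
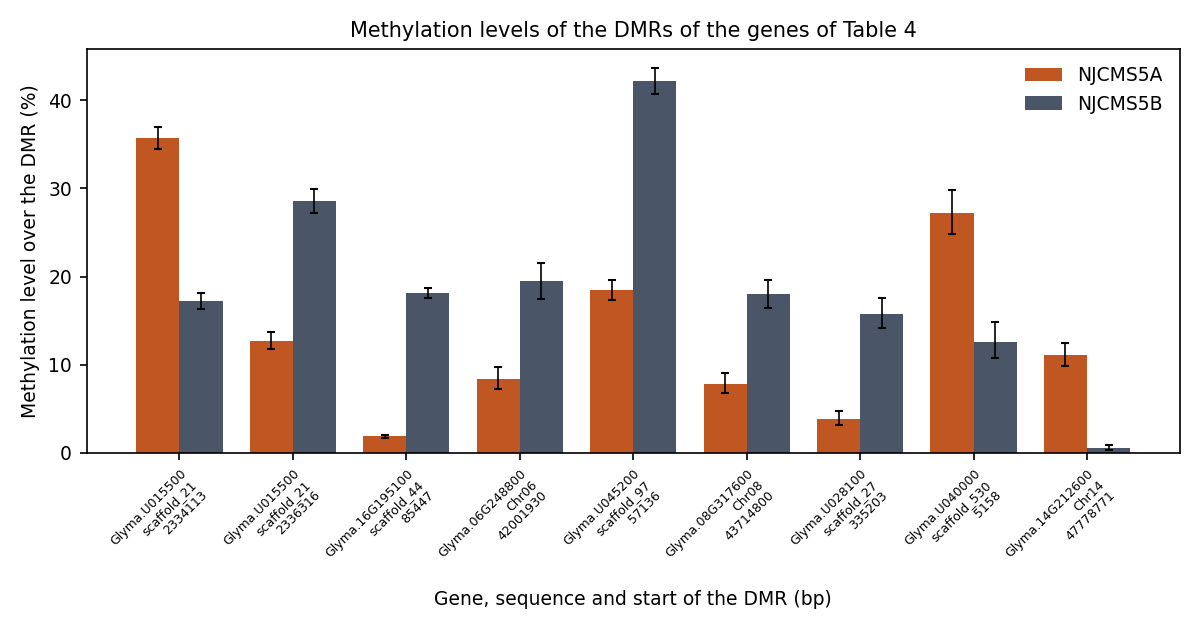
Methylation level over each DMR (vertical axis, in %) for the genes of Table 4 (horizontal axis, with the sequence and start of the DMR in bp), as bars for NJCMS5A and NJCMS5B with 95% Wilson confidence intervals. Glyma.U015500 appears with 2 DMRs of opposite direction, and the largest difference is that of Glyma.U045200, 23.7 percentage points.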

**Table 4:** Identified eight genes potentially related to cytoplasmic male sterility (CMS)

NO.	Gene ID	DMR region	Methylation status (NJCMS5A vs. NJCMS5B)	Description
1	Glyma.U015500	promoter	Hypo	bHLH DNA-binding super family protein
2	Glyma.16G195100	gene body	Hypo	mitochondrial mRNA modification
3	Glyma.06G248800	gene body	Hypo	ABC-2 type transporter family protein
4	Glyma.U045200	gene body promoter	Hypo	cysteine proteinases super family protein
5	Glyma.08G317600	promoter	Hypo	MYB domain protein 97
6	Glyma.U028100	promoter	Hypo	MYB domain protein 98
7	Glyma.U040000	promoter	Hyper	AP2/B3-like transcriptional factor family protein
8	Glyma.14G212600	gene body promoter	Hyper	PPR super family protein

*Hyper* DNA methylation level in NJCMS5A was higher than that in NJCMS5B; *Hypo* DNA methylation level in NJCMS5A was lower than that in NJCMS5B

### Validation of target DMGs by quantitative real-time PCR (qRT-PCR)

We also tried to conduct qRT-PCR to validate the relationship between DNA methylation and gene expression with 9 DMGs. As a result, 8 of 9 DMGs showed a negative correlation between DNA methylation and gene expression (Fig. 8). When the NJCMS5A methylation level of a DMG was significantly higher than that in NJCMS5B (*P* < 0.001) (Fig. 8b), the expression of the gene showed down-regulated in NJCMS5A, including *Glyma.14G212600* (PPR protein), *Glyma.U029400* (adenosine kinase) and *Glyma.U040000* (AP2/B3 transcriptional factor protein)*.* In addition, when the methylation level of a DMG in NJCMS5A was lower than that in NJCMS5B, the expression of the gene showed up-regulated in NJCMS5A, such as *Glyma.06G248800* (ABC transporter protein), *Glyma.U045200* (cysteine proteinases protein)*, Glyma.06G266900* (galacturonosyl transferase)*, Glyma.08G305500* (fimbrin-like protein) and *Glyma.16G195100* (mitochondrial mRNA modification). 

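In the whole-genome libraries, Glyma.U029400 had 3 DMRs on scaffold_28. Gene expression was not analysed here, and the paper's text does not name the source of the levels in Fig. 8b. The levels in its intron from 124741 to 125719 were 0.526% (95% confidence interval 0.329 to 0.841) in NJCMS5A and 11.0% (9.95 to 12.1) in NJCMS5B. Over the exon and intron from 126241 to 126337 they were 0.887% (0.345 to 2.26) and 12.9% (10.2 to 16.2), a difference from 32 cytosines that did not pass when each cytosine was counted once. In the third DMR, from 126847 to 128233 over the exon, intron and 3′UTR, NJCMS5A was higher, with 10.7% (9.54 to 12.0) against 0.284% (0.130 to 0.618). The promoter of Glyma.08G305500 had 5.72% (5.09 to 6.42; depth 12.0) in NJCMS5A and 16.1% (15.1 to 17.2; depth 11.5) in NJCMS5B, over 393 cytosines at Chr08 from 42363309 to 42364599.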

Only gene *Glyma.U013000* (AGAMOUS) had a high DNA methylation level and showed a high expression in NJCMS5A, which may be related to its function of inhibiting the down-stream gene expression, and it would be verified through the further research.

**Fig. 8:**
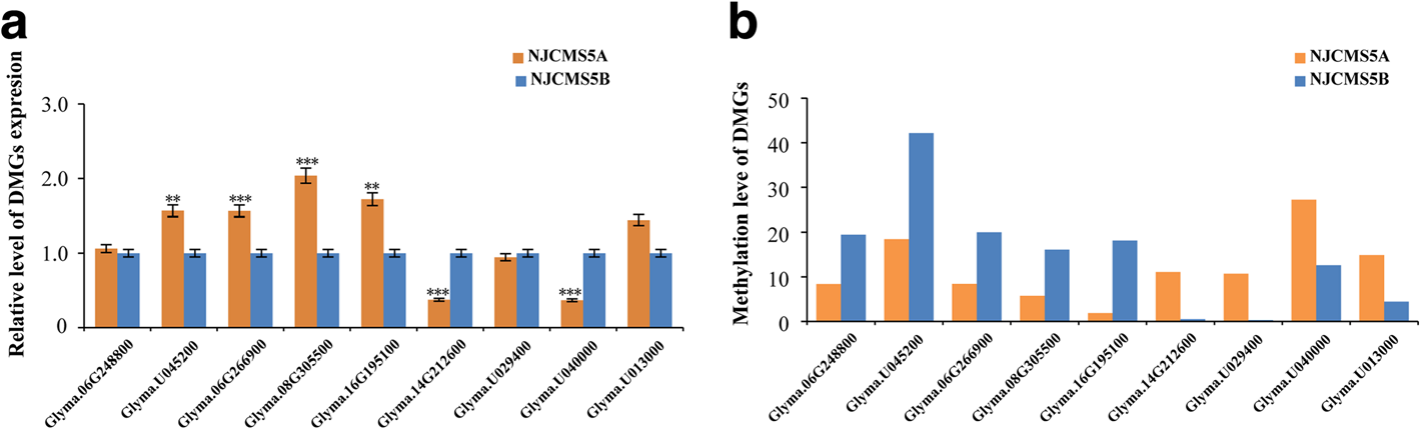
Expression level of nine DMGs validated by qRT-PCR. **a** qRT-PCR analysis of nine DMGs in NJCMS5A and NJCMS5B. X-axis represented gene name, the red column represented NJCMS5A, and blue column represented CK (NJCMS5B); Y-axis represented the relative level of gene expression. All qRT-PCR reactions were performed with three biological replicates; **b** DNA methylation level of nine DMGs in NJCMS5A and NJCMS5B

## Discussion

Although genome-wide DNA methylation map has been reported in many organism [15, 21, 22], DNA methylome of soybean CMS has few related studies. In this study, we apply DNA methylation sequencing on the soybean CMS line NJCMS5A and its maintainer NJCMS5B for the first time. And the methylation profile of flower bud was in line with the previously reported methylation profile of soybean root, steam, cotyledon and leaf [14]. The genomic DNA methylation data were obtained by whole-genome bisulfite sequencing from NJCMS5A and NJCMS5B (Table 1 and Fig. 1a), and it revealed that DNA methylation often occurred not only in CG context but also in non-CG (CHG and CHH) context throughout all chromosomes or genome functional region of soybean (Fig. 2), which is consistent with the DNA methylation level reported in other plants [14, 15, 23, 29].

DNA methylation is treated as an important epigenetic process that influences gene expression [9, 11]. In this study, the global methylation patterns of the two soybean lines are in agreement with previous observations [14, 29]. In addition, to further verify DNA methylation could silence gene expression in NJCMS5A, we select 9 DMRs to verify the negative correlation between DNA methylation and gene expression by qRT-PCR (Fig. 8). In addition, we identified 739 DMRs (Additional file 6) with genomic feature and 485 DMGs with 281 hypo-methylated genes (57.9%) and 88 hyper-methylated genes (18.2%) in the NJCMS5A relative to NJCMS5B (Fig. 4a). According to the gene region annotation, gene function, GO and KEGG pathway analysis, as well as previously reported studies of male sterility in plant, 8 key DMGs (Table 4) that may be related to soybean CMS were identified. And they were further discussed as follows.

### DMGs involved in regulation of pollen development potentially related to CMS

Numerous studies have shown that the pollen wall plays an important part in protecting pollen development [32]. The innermost layer of the anther wall (called tapetum) directly wrapped the microspore mother cell and microspore, and provided nutrition for microspore development by secreting large amounts of carbohydrate and lipid [33]. Therefore, tapetum played an important role in the process of pollen development, and the tapetum mutation may lead to pollen abortion [34–37]. The dysfunctional Tapertum1 gene (*DYT1*), encoding a basic helix-loop-helix (bHLH) TF, participated in tapetum development and protection [38]. In *Arabidopsis Dyt1 *mutant, because of the thicker callose wall, the pollen mother cell was unable to produce spores, leading to pollen abortion. In addition, the transcriptome analysis of *Arabidopsis* wild-type and *dyt1* mutant showed *dyt1* gene was in upstream of at least 22 coding bHLH TF genes, participating in regulating many specific metabolic pathways [39]. In this study, a DMG *Glyma.U015500* was found to encode a bHLH TF, which was a homolog of DYT1 in *Arabidopsis*. We supposed that *Glyma.U015500* may participate in the formation of pollen wall and may have an impact on pollen development in soybean.

The pollen coat is the outermost layer of the anther and it is mainly composed of sterol esters to protect the pollen [40]. The ATP binding cassette (ABC) transporter is in charge of transporting the coat materials for male gametophyte development [41]. In this study, a DMG *Glyma.06G248800* was supposed to encode an ABC-2 type transporter family protein, which was a homolog of ABCG9 of *Arabidopsis*. ABCG9 mainly participates in formation of the pollen coat with a high expression level in tapetum. However, mutations of *abcg9–1* and *abcg31–1* produced a lot of distorted and shrunken pollen grains, without mature pollen released [42]. So we considered *Glyma.06G248800* may contribute to the accumulation of sterol esters on the surface of the soybean pollen.

Together, abnormal methylation levels of *Glyma.U015500* and *Glyma.06G248800* in NJCMS5A may influence the development of the pollen wall, which may be a factor in the soybean CMS.

### DMGs involved in carbohydrate and energy metabolism potentially related to CMS

In the early stage of development, pollen is surrounded by tapetum. And in the late stage, tapetum begins to degrade [43]. Tapetum programmed cell death (PCD) plays a vital role in developing pollen. Cysteine Protease participates in plant PCD as the most common hydrolytic enzyme [44]. In this study, a DMG *Glyma.U045200* was predicted to encode a homolog of Cysteine Protease CEP1 of *Arabidopsis*. CEP1 participates in tapetum PCD and regulates the expression of FLOWERING LOCUS T (FT) in *Arabidopsis*. Excessive expression of CEP1 led to tapetum PCD degeneration in advance and pollen abortion [45], so proper CEP1 expression contributed to tapetum PCD for releasing the fertile pollen. *Glyma.U045200* showed a lower methylation level in NJCMS5A compared with NJCMS5B, which may promote the expression of gene *Glyma.U045200* in NJCMS5A, and eventually affected normal tapetum PCD, leading to pollen abortion.

### Transcription factor (TF) potentially related to CMS

In plant, TF plays a critical role in the regulation of plant metabolism and development by modifying the expression of their target genes [46]. For example, R2R3-type *MYB* gene could control many aspects of plant in secondary metabolism, as well as regulation of plant cell fate and identity [47]. *MYB98*, a member of the R2R3-MYB family TF, mainly regulates of transcriptional events in the synergid cell [48]. So it is necessary for pollen tube guidance and successful fertilization in flowering plant [49]. In the mature pollen of *Arabidopsis,* the expression of *MYB97* was much higher than normal, and a triple mutant of *myb97–1*, *myb101–2* and *myb120–3* caused overgrowth of the pollen tube into the embryo sac and disrupted sperm cell discharge, leading the failure of fertilization [50]. In this study, the DMG *Glyma.U028100* was predicted to encode a homolog of *MYB98*, and *Glyma.08G317600* was also predicted to encode a MYB TF protein. The promoter region of both DMGs showed a lower methylation levels in NJCMA5A compared with NJCMS5B, which implied that the abnormal expression of these two genes may disorder the development of floral organ, resulting in male sterility in NJCMS5A.

The MADS-box TF family is widespread in plant and animal, which involves in diverse and important biological functions [51], especially in floral organ process. Recently, soybean *GmMADS28* which encodes a MADS-box protein has been reported [52]. The genetically modified anther of 35S:*GmMADS28 *was not dehiscent and failed to release pollen, which largely led to plant male sterility [52]. In this study, the DMG *Glyma.U040000* was annotated as an AP2/B3-like TF family protein contained a B3 domain. In *Arabidopsis*, VRN1, as a member of the REM subfamily, contained two B3 DNA-binding domains. It could interact with AGAMOUS-like 20 (AGL20), flowering locus T (FT) and MADS-box protein flowering locus C (FLC), as well as with other regulators to restrain flowering [53]. The promoter region of *Glyma.U040000* with abnormal methylation level in NJCMS5A was supposed to negatively regulate gene expression, which may indirectly influence flower structure and flowering mechanism, leading to male sterility in NJCMS5A.

### DMGs encoding mitochondrial protein potentially related to CMS

Recently, it has also been proposed that the fertility of CMS plant could be restored by corresponding nuclear fertility restoration (RF) gene. And RF genes that were encoded by pentatricopeptide repeat (PPR) protein have been isolated from rice, carrot, and pepper [54–56]. RNA processing factor 1 gene (RPF1) belongs to a subgroup of PPR protein, which could guide RF gene product to restore CMS. In this study, the DMGs *Glyma.14G212600* and *Glyma.16G195100* were placed in the mitochondria. *Glyma.16G195100* was homologous with RPF1, which was supposed to play a role in fertility recovery in CMS plant [57]. In addition, the promoter of *Glyma.14G212600* was hyper-methylated in NJCMS5A compared with NJCMS5B, implying the expression of *Glyma.14G212600* may be suppressed. So, *Glyma.14G212600* and *Glyma.16G195100* were predicted to encode two PPR proteins, which may be associated with editing mitochondrial gene to impact the expression of the CMS-related genes in the mitochondria, resulting in CMS in NJCMS5A.

## Conclusion

In the study, the genome-wide methylation profiles of the soybean CMS line NJCMS5A and its maintainer NJCMS5B were obtained from whole-genome bisulfite sequencing. As a result, 739 DMRs and 485 DMGs, including 353 high-credible methylated genes, 56 methylated genes coding unknown protein and 76 novel methylated genes with no known function were identified. In addition, those valid methylated genes were identified as 281 hypo-methylated genes and 88 hyper-methylated genes in NJCMS5A relative to NJCMS5B. According to the gene region annotations, gene function, GO and KEGG pathway analysis, as well as the previous articles reported studies of male sterility in the plant, 8 key DMGs that may be related to soybean CMS were discussed, which mainly involved in participating in pollen development, encoding TF and the mitochondrial genome. This study provides DNA methylome of soybean CMS line and its maintainer line for the first time, which will contribute to further understanding the methylation mechanism in soybean CMS.

## Methods

### Plant materials

The soybean [*Glycine max* (L.) Merr.] CMS line NJCMS5A was developed through consecutive backcross procedures with NJCMS1A [26–28] as donor parent and Wandou28 (designated as NJCMS5B afterwards) as the recurrent parent. Both NJCMS5A and NJCMS5B were planted in the summer of 2014 at the Jiangpu Experimental Station, National Center for Soybean Improvement, Nanjing Agricultural University, Nanjing, Jiangsu, China. The male-sterile plant was identified through three kinds of methods including the dehiscence of anthers, germination rate of pollen, and performance of plant at maturity. Because it is very difficult to judge the precise development stage of pollen from the appearance of the flower buds in soybean, so during flowering period, the flower buds in different sizes were collected and pooled from NJCMS5A and NJCMS5B plant respectively, then immediately frozen in liquid nitrogen and stored at −80 °C for further use.

### Total DNA extraction and DNA library construction

Genomic DNA was extracted from the flower bud of NJCMS5A and NJCMS5B using DNeasy Plant Mini Kit (Qiagen Valencia, CA, USA), respectively, according to the manufacturer’s instruction. First, the purity of DNA sample was detected using the NanoPhotometer Spectrophotometer (Implen, CA, USA), and the concentration of DNA sample was measured using UV-Vis Spectrophotometer (Thermo Scientific, MA, USA). Subsequently, DNA sample was randomly sonicated to 200–300 bp using Covaris S220 (Thermo Scientific, MA, USA). After end repair and adenylation, the sonicated DNA fragments were ligated to cytosine-methylated barcodes according to manufacturer’s instruction. DNA fragment was treated twice with bisulfite using EZ DNA Methylation-Gold Kit (Zymo Research, CA, USA). After that, DNA library was constructed by PCR amplification. DNA library concentration was quantified by Qubit2.0 Fluorometer (Life Technologies, CA, USA), and the size of the insert fragment was tested by Biological Analyzer Agilent 2100 (Agilent, CA, USA). Finally, the qualified DNA library was sequenced on an Illumina Hiseq 2500 platform with paired-end reads by Novogene Bioinformatics Technology Co.Ltd. (Beijing, China).

### Bioinformatics analysis of DNA methylation sequencing data

After sequencing, the raw reads were filtered to remove adapters, Ns and low quality reads. The remaining reads called clean reads were stored in FASTQ format. Clean reads were aligned to the reference genome of soybean (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Gmax) using Bismark software (version 0.12.5) with the default parameters [58]. The genetic structure annotation file was obtained from the public fit site of Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Gmax). Annotations of transposable element (TE) were downloaded from the SoyTEdb database (http://www.soybase.org/soytedb/) and TEs were plotted in 20 kb windows along the chromosome. Finally, only reads that were uniquely mapped to soybean reference genome were used for further analysis. mC percent (%) was calculated as the percentage of methylated C sites in the whole genome. mCG percent (%), mCHG percent (%) and mCHH percent (%) were calculated as the percentage of methylated C site in the C, CG and CHH contexts, respectively.

To identify the methylation site, we modeled the sum ***s*** ^**+**^_**i,j**_ of methylated counts as a binomial (Bin) random variable with methylation rate **r**_**i,j**_, ***s*** ^**+**^_**i,j ~**_ ***Bin*** **(** ***s*** ^**+**^_**i,j +**_ ***s*** ^**−**^_**i,j,**_ **,r**_**i,j**_ **)**. Then we employed a sliding-window approach, which is conceptually similar to the approaches used for bulk BS-Seq (http://www.bioconductor.org/packages/2.13/bioc/html/bsseq.html). With window size w = 3000 bp, step size = 600 bp [59] and sequencing depth ≥ 5, *q*-value < 0.05, the sum of methylated and unmethylated counts in every window were calculated. Else, the methylation level (ML) for each C site was defined as ***ML*** **(C) =** ***reads*** **(mC)/** ***reads*** **(mC + umC)**. The calculated ML was further corrected using with non-conversion rate r, ***ML***_**(corrected)**_ **= (** ***ML*** **–** ***r*** **)/(1 -** ***r*** **)** [60]. Density was calculated by ***sites*** **(mC)/** ***sites*** **(mC + umC)**. ML and density were both used for the analysis of the reads distribution in soybean chromosome and in the different genome functional region (promoter, 5′UTR, exon, intron, and 3′UTR) under three different contexts (CG, CHG and CHH).

Differentially methylated regions (DMRs) between NJCMS5A and NJCMS5B were identified using the swDMR software (https://sourceforge.net/projects/swdmr/) with a sliding-window approach [61]. The window is set to 1000 bp and step length is 100 bp. Fisher test is used to detect the DMRs with “FDR ≤ 0.05 and coverage changes ≥ 5”. Then the differentially methylated genes (DMGs) were collected from DMRs that overlapped gene functional region (promoter, 5′UTR, exon, intron and 3′UTR) with at least 1 bp. Next, Gene Ontology (GO) enrichment analysis (http://www.geneontology.org/) was performed for all the identified DMGs using the GOseq R package (*P*-value < 0.05) [62]. Finally, the hypergeometric test statistical method was used for the metabolic pathway analysis of all identified DMGs in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (http://www.genome.jp/kegg/) using KOBAS software [63].

### Validation of the sequencing data by bisulfite treatment

Bisulfite genomic sequencing is regarded as a gold-standard for detection of DNA methylation, because it provides a qualitative and quantitative method to apply to a limit number of loci [64]. Twenty-five DMRs were selected randomly to validate the reliability of the sequencing data using a nest PCR (nPCR). All the primers (Additional file 10) were designed using the website of Kismeth (http://katahdin.mssm.edu/kismeth/revpage.pl), and synthesized commercially (Invitrogen, Shanghai, China). Briefly, 1 μg of genomic DNA was treated by bisulfite according to the protocol of the EZ DNA Methylation-Gold Kit (Zymo Research, CA, USA), and used as the template for the following nPCR amplification. Then, the bisulfite treatment PCR (BS-PCR) was performed in a 50 μl reaction mixture, containing 25 μl premix EX Taq DNA polymerase (TaKaRa, Osaka, Japan), 25 μg bisulfite-treated DNA and 0.2 μM of each pair of primers with a nest PCR. Next, products were purified using Gel Extraction Kit (Axygen, CA, USA), and cloned into the pMD19-T Simple Vector (TaKaRa, Osaka, Japan). Each DMR amplified with 10–14 clones was sequenced by Invitrogen Trading Shanghai Co.Ltd. (Shanghai, China), and the sequencing results were spliced and edited by BioEdit and vector NTI8 software, then analyzed in the Kismeth website.

### Validation of candidate DMGs by quantitative real-time PCR (qRT-PCR)

qRT-PCR was used to verify the methylated gene expression. All the primers (Additional file 11) were designed by Primer-BLAST, and synthesized commercially (Invitrogen, Shanghai, China). Firstly, 1 μg of total RNA was reverse-transcribed by reverse transcriptase according to the protocol of iScript cDNA Synthesis Kit (Bio-Rad, CA, USA), and used as the template for the following qRT-PCR amplification. Then, qRT-PCR was performed on the Bio-Rad CFX96 Touch q-PCR System (Bio-Rad, CA, USA) with iTaq Universal SYBR Green Super mix (Bio-Rad, CA, USA). Each reaction was replicated three times, and *β-*actin gene was used as the internal control gene. The relative level of gene expression was evaluated by the 2^–ΔΔCt^ method, NJCMS5B served as the control. The relative level of gene expression greater than 1 was regarded as up-regulated and less than 1 was regarded as down-regulated. Student’s *t*-test was adopted to test the difference between the relative level of gene expression of NJCMS5A and the control NJCMS5B. The means of 2^–ΔΔCt^ were considered significantly different at *P* < 0.05.

### Differential expression analysis of mRNA sequencing data

All the mRNA-seq analysis was based on the clean data with high quality. The expression quantity of each gene (fragments per kilobase of exon model per million mapped fragments, FPKM) was estimated by Cuffdiff software [65]. “FDR (False Discovery Rate) ≤ 0.05 [66, 67] and |Log2FC (Fold Change)| ≥ 1” were used as the threshold for judging the significant of gene expression difference.

## Additional files

Additional file 1: Data analysis of soybean genome-wide methylation sequencing. (PDF 207 kb)

Additional file 2: Density distribution of genome-wide methylation in soybean chromosome. (PDF 1510 kb)

Additional file 3: Gene expression level of transcriptome data. (XLS 8687 kb)

Additional file 4: Graph of gene expression level in gene functional region. (PDF 146 kb)

Additional file 5: Number of differentially methylated regions (DMRs) between NJCMS5A and NJCMS5B. (XLS 695 kb)

Additional file 6: Number of differentially methylated genes (DMGs) between NJCMS5A and NJCMS5B. (XLS 165 kb)

Additional file 7: Result of target DMRs in the CG, CHG and CHH context. (DOCX 22 kb)

Additional file 8: Validation of sequencing data by bisulfite treatment. (DOCX 16 kb)

Additional file 9: DMGs predicted to be enriched in KEGG pathways. (DOCX 18 kb)

Additional file 10: Primer pairs used for bisulfite treatment. (DOCX 21 kb)

Additional file 11: Primer pairs used for quantitative real-time PCR (qRT-PCR). (DOCX 17 kb)

## Abbreviations

bHLH: basic helix-loop-helix
BP: biological process
CC: cellular component
CMS: cytoplasmic male sterility
DMG: differentially methylated gene
DMR: differentially methylated region
DNMT: DNA methyltransferase
DYT1: dysfunctional tapetum 1
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
mC: methylated cytosine
MF: molecular function
PCD: programmed cell death
PPR: pentatricopeptide repeat-containing
qRT-PCR: quantitative real-time PCR
RF: fertility restoration
RPF1: RNA processing factor 1
TE: transposable element
TF: transcription factor
WGBS: whole-genome bisulfite sequencing

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 2 — Density distribution of genome-wide methylation in soybean chromosome.

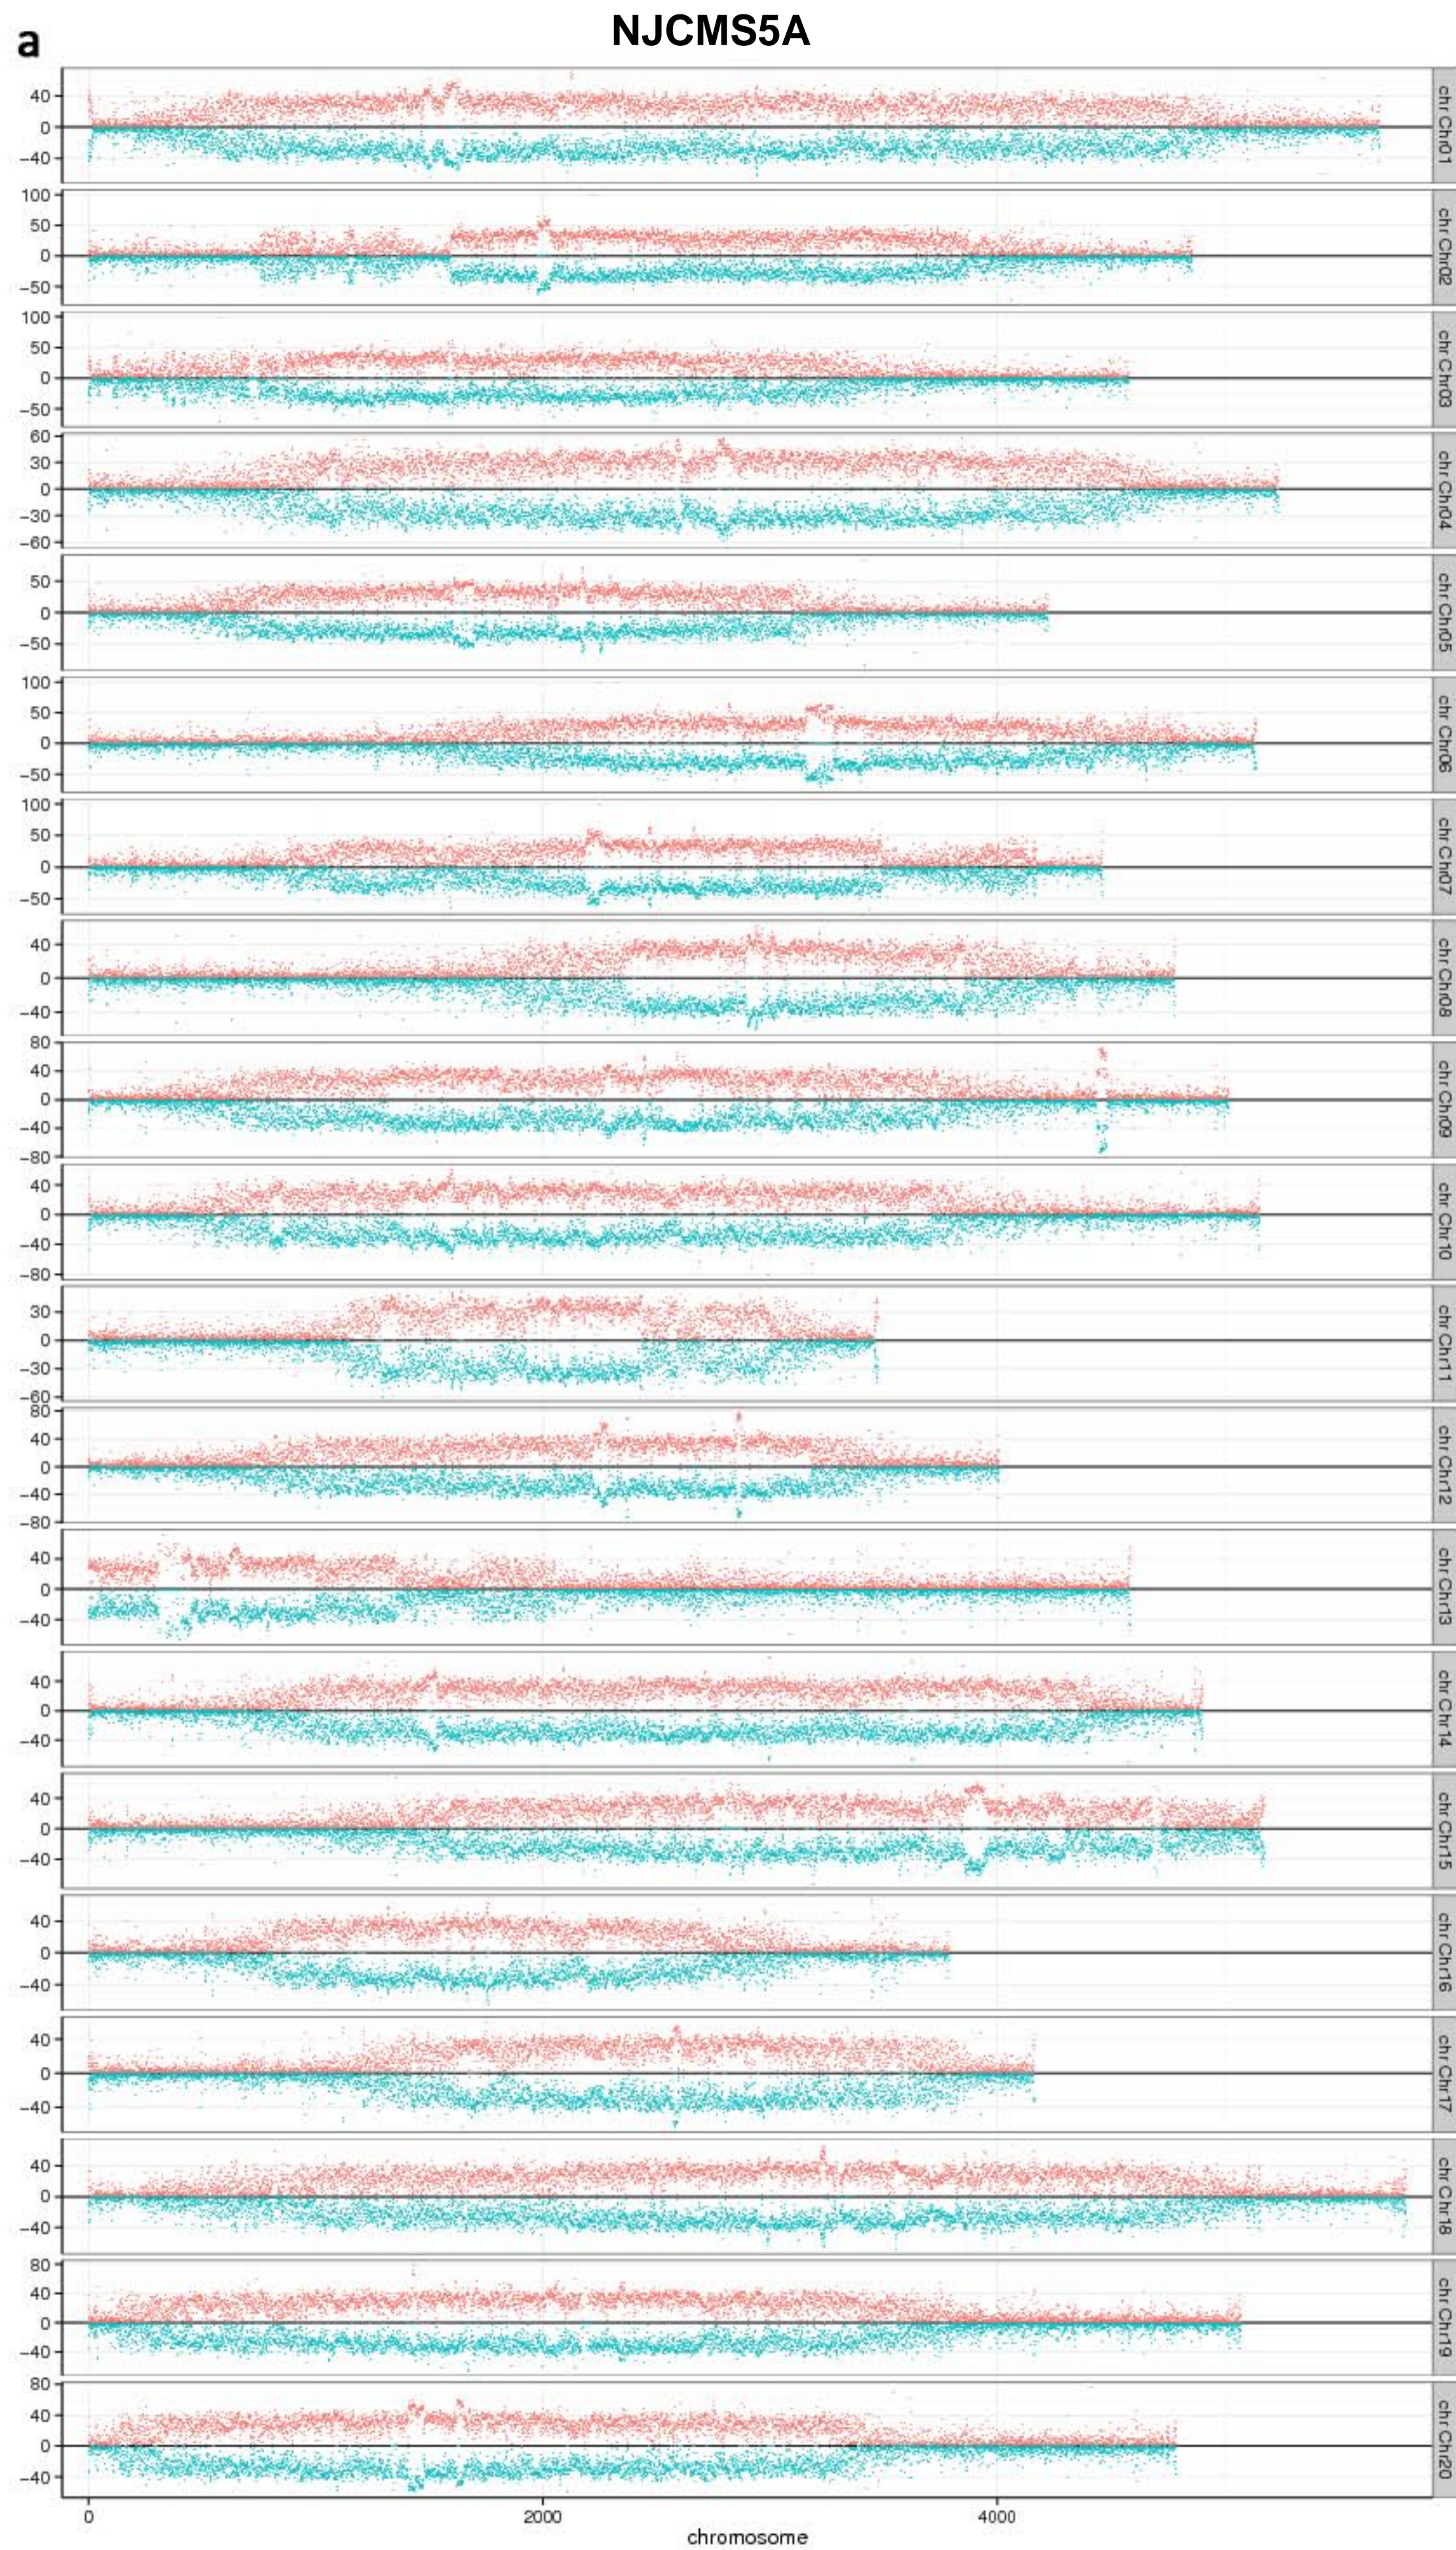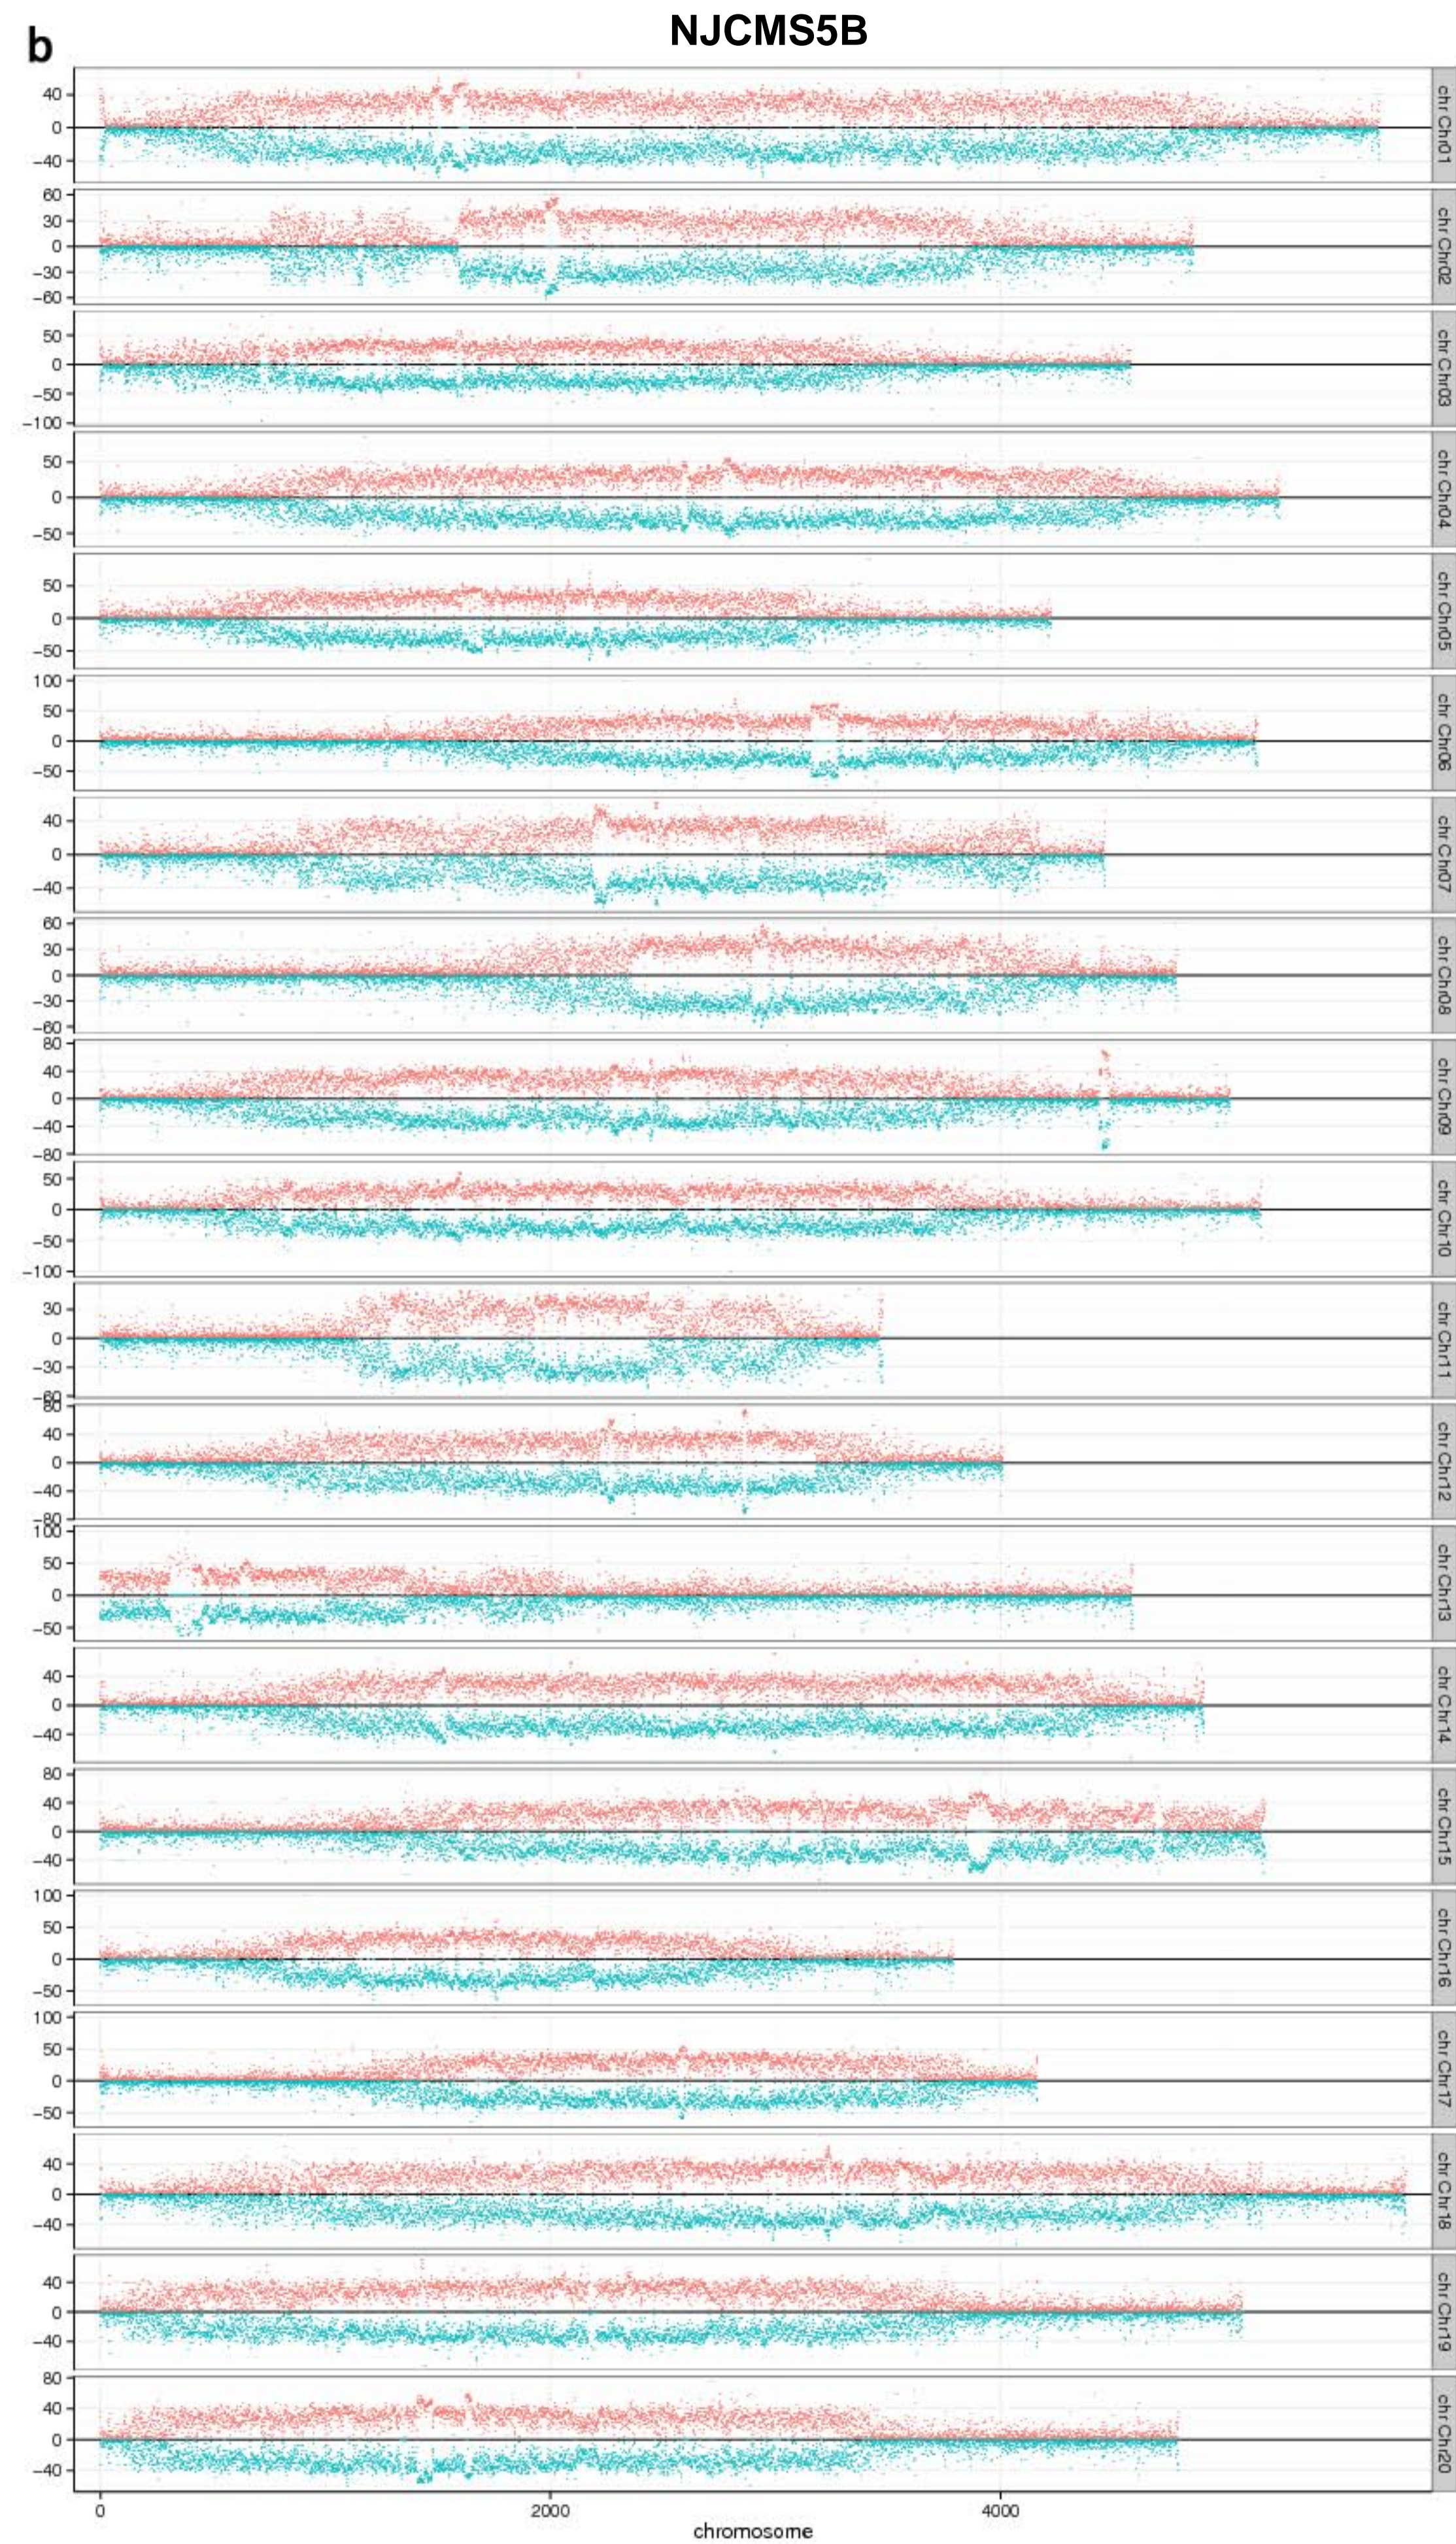

**Figure S2 Density distribution of genome-wide methylation in soybean chromosome. (a) NJCMS5A;(b) NJCMS5B.**

The red indicates positive chain; the green indicates negative chain. Sequencing reads were plotted in 10 kb windows along the chromosome.

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 4 — Graph of gene expression level in gene functional region.

a

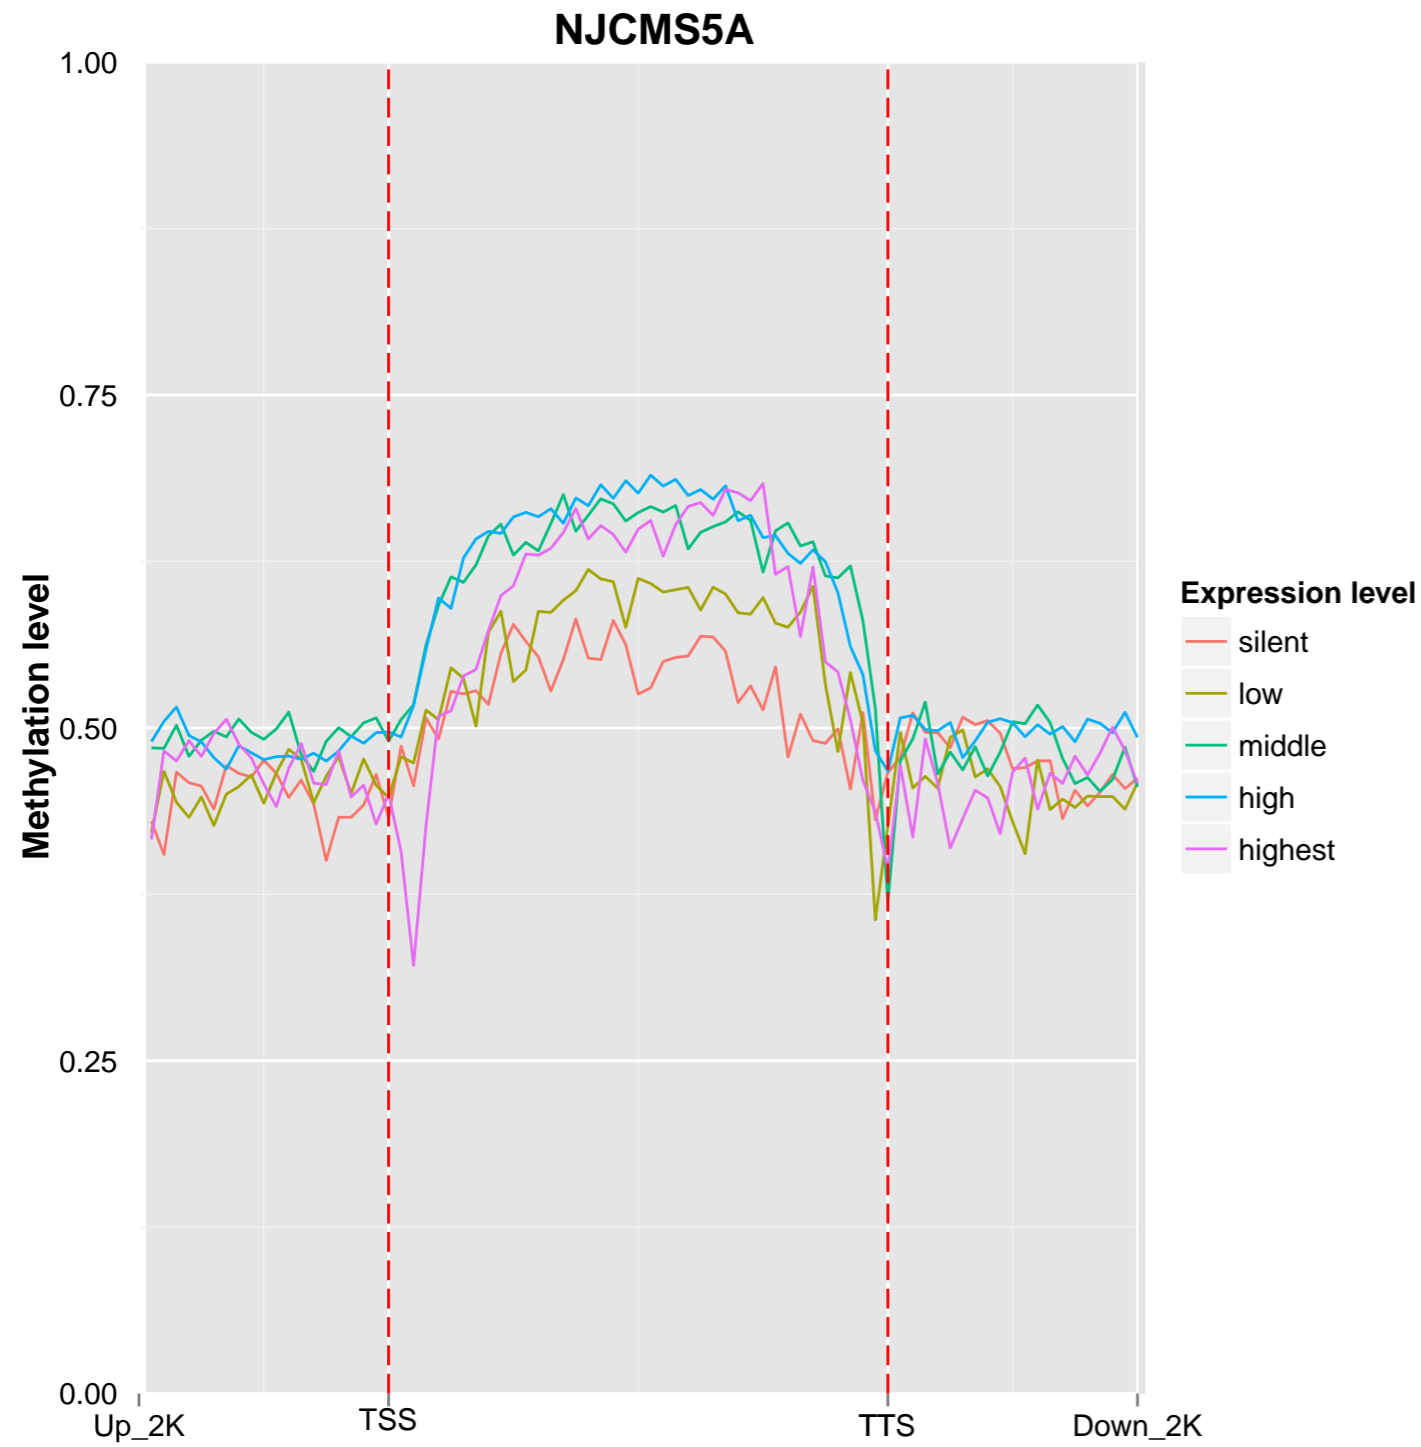

b

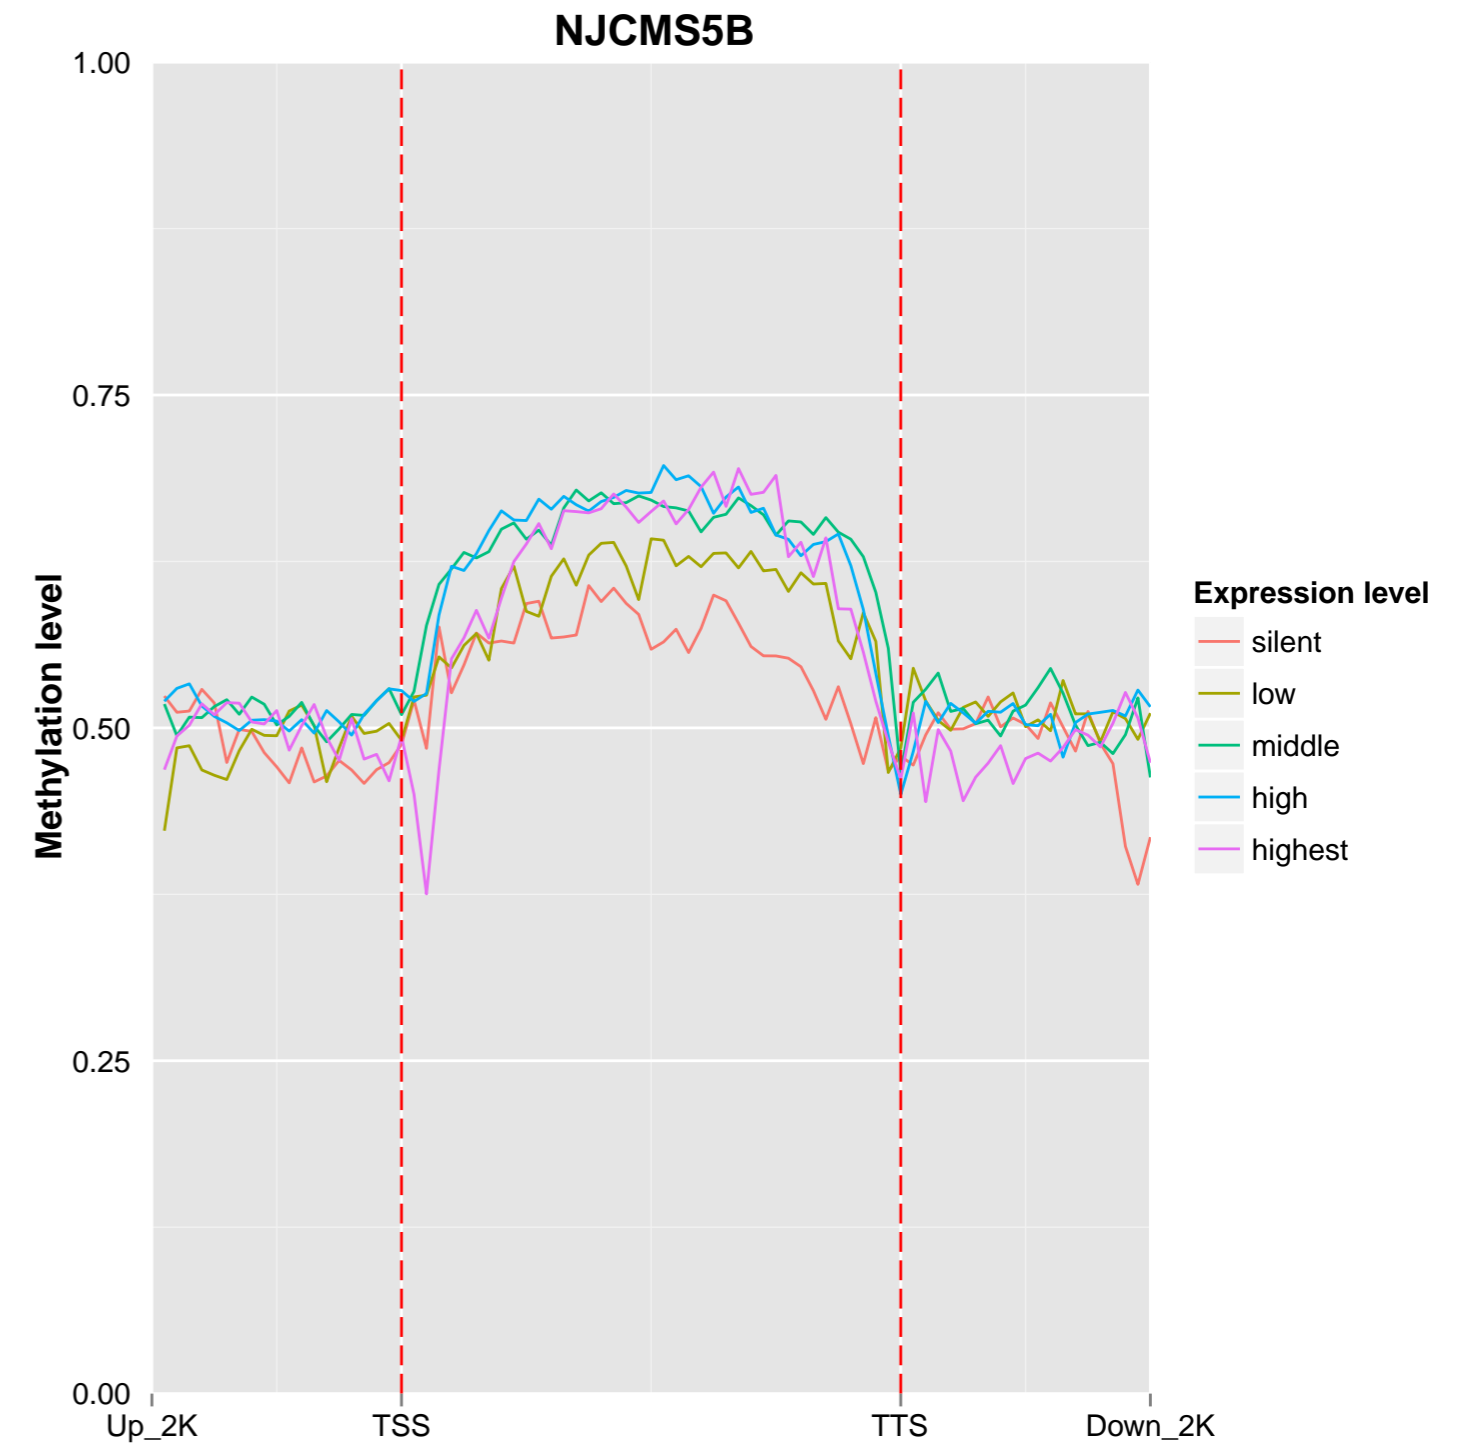

**Figure S3 Graph of gene expression level in gene functional region. (a) NJCMS5A; (b) NJCMS5B.**

Genes was generated from RNA-Seq sequencing and gene expression levels were divided into five groups: silent, low, middle, high and highest. The promoter region defined as the 2 kb region upstream of a transcription start site (TSS) and gene body defined as the region between TSS and TTS.

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 7 — Result of target DMRs in the CG, CHG and CHH context.

**Result of target DMRs in the CG, CHG and CHH context**

| Target region | Sample | Total mC | Sequence context | | |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **mCG** | **mCHG** | **mCHH** |
| Chr01:2321012-2321217 | 5A  5B | 36.645%  25.603% | 94.89%  63.49% | 64.28%  38.88% | 24.13%  17.71% |
| Chr02:218568-218886 | 5A  5B | 24.848%  41.666% | 21.21%  91.66% | 34.09%  68.75% | 24.41%  29.65% |
| Chr03:45134256-451344625 | 5A  5B | 0.468%  0.983% | 1.19%  3.33% | 0%  0% | 0.42%  0.78% |
| Chr04:47863305-47863785 | 5A  5B | 31.282%  37.442% | 80.35%  75.00% | 80.64%  82.24% | 18.42%  26.34% |
| Chr05:6833142...6833444 | 5A  5B | 29.074%  31.842% | 98.61%  98.73% | 70.23%  75.00% | 7.03%  9.34% |
| Chr06:45486978…45487180 | 5A  5B | 15.467%  18.478% | 100%  97.53% | 0%  13.33% | 1.44%  4.34% |
| Chr07:44447645-44448090 | 5A  5B | 0.403%  56.048% | 0%  89.58% | 0%  70.83% | 0.47%  51.41% |
| Chr08:43715049-43715469 | 5A  5B | 10.613%  17.452% | 37.50%  78.57% | 12.50%  32.50% | 4.86%  1.38% |
| Chr09:5361382-5361731 | 5A  5B | 68.965%  38.256% | 66.66%  37.50% | 79.16%  38.92% | 67.01%  38.28% |
| Chr10:47700252-47700644 | 5A  5B | 2.689%  25.078% | 12.50%  97.05% | 5.00%  43.75% | 0.21%  5.70% |
| Chr12:8600124-8600539 | 5A  5B | 4.027%  31.111% | 20.00%  79.16% | 4.16%  31.94% | 0.37%  20.07% |
| Chr13:19743941-19744349 | 5A  5B | 33.611%  1.666% | 85.41%  10.41% | 71.59%  0% | 7.58%  0.44% |
| Chr14:6128619-6128980 | 5A  5B | 61.475%  91.085% | 93.75%  93.33% | 84.37%  100% | 58.56%  90.35% |
| Chr16:8808752-8809095 | 5A  5B | 17.731%  17.320% | 70.47%  70.23% | 26.66%  23.07% | 2.14%  2.95% |
| Chr17:39055838-39056199 | 5A  5B | 6.410%  10.403% | 35.55%  67.14% | 11.11%  25.00% | 3.65%  4.12% |
| Chr19:40543040-40543572 | 5A  5B | 19.863%  32.701% | 49.04%  87.96% | 20.83%  46.66% | 13.51%  18.83% |
| Chr20:1301400-1301819 | 5A  5B | 9.166%  30.208% | 25.00%  96.87% | 18.18%  69.31% | 3.65%  6.70% |
| scaffold_21:694229…694591 | 5A  5B | 16.083%  13.811% | 100%  72.72% | 57.57%  50.00% | 8.68%  7.67% |
| scaffold_22:53285…533225 | 5A  5B | 70.505%  29.154% | 88.63%  90.90% | 87.60%  79.33% | 65.26%  13.02% |
| scaffold_27:331871…332336 | 5A  5B | 20.847%  26.161% | 93.33%  100% | 53.75%  65.00% | 5.33%  7.48% |
| scaffold_97:59397…59659 | 5A  5B | 0.286%  1.432% | 0%  3.12% | 0%  2.94% | 0.35%  1.06% |

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 8 — Validation of sequencing data by bisulfite treatment.

**Validation of sequencing data by bisulfite treatment**

| **Target regions** | **Bisulfite treatment** | | **WGBS** | |
| --- | --- | --- | --- | --- |
|  | **Methylevel**  **ratio** | **Methylevel difference** | **Methylevel**  **ratio** | **Methylevel difference** |
| Chr01: 2321012-2321217 | 1.431 | 0.110 | 2.309 | 0.101 |
| Chr02:218568-218886 | 0.596 | -0.168 | 0.108 | -0.107 |
| Chr03:45134256-451344625 | 0.476 | -0.05 | 0.177 | -0.101 |
| Chr04:47863305-47863785 | 0.835 | -0.062 | 0.217 | -0.107 |
| Chr05:6833142...6833444 | 0.913 | -0.028 | 0.341 | -0.114 |
| **Chr06:42000516…42001028** | **1.274** | **0.006** | **0.431** | **-0.111** |
| Chr06:45486978…45487180 | 0.837 | -0.030 | 0.420 | -0.116 |
| Chr07:44447645-44448090 | 0.007 | -0.556 | 0.021 | -0.104 |
| Chr08:43715049-43715469 | 0.608 | -0.068 | 0.437 | -0.101 |
| Chr09:5361382-5361731 | 1.803 | 0.307 | 3.643 | 0.102 |
| Chr10:47700252-47700644 | 0.107 | -0.224 | 0.499 | -0.133 |
| Chr12:8600124-8600539 | 0.129 | -0.271 | 0.120 | -0.102 |
| Chr13:19743941-19744349 | 20.175 | 0.319 | 8.972 | 0.100 |
| Chr14:6128619-6128980 | 0.675 | -0.296 | 0.350 | -0.106 |
| **Chr15:44965682-44966061** | **1.044** | **0.016** | **0.393** | **-0.105** |
| Chr16:8808752-8809095 | 1.024 | 0.004 | 2.357 | 0.108 |
| Chr17:39055838-39056199 | 0.616 | -0.040 | 0.168 | -0.102 |
| Chr19:40543040-40543572 | 0.607 | -0.128 | 0.409 | -0.104 |
| **Chr19:1093727-1094160** | **1.216** | **0.027** | **0.434** | **-0.111** |
| Chr20:1301400-1301819 | 0.303 | -0.210 | 0.229 | -0.104 |
| scaffold_21:694229…694591 | 1.165 | 0.023 | 3.359 | 0.105 |
| scaffold_22:53285…533225 | 2.418 | 0.414 | 5.363 | 0.127 |
| scaffold_27:331871…332336 | 0.797 | -0.053 | 0.245 | -0.119 |
| **scaffold_530:7334…7609** | **0.988** | **-0.012** | **2.154** | **0.146** |
| scaffold_97:59397…59659 | 0.200 | -0.011 | 0.438 | -0.237 |

Among of them, the results of bisulfite treatment and the whole-genome bisulfite sequencing were not consistent in the regions of Chr06:42000516…42001028, Chr15:44965682-44966061, Chr19:1093727-1094160 and scaffold_530:7334…7609 (blue line).

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 9 — DMGs predicted to be enriched in KEGG pathways.

**DMGs predicted to be enriched in KEGG pathways**

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 10 — Primer pairs used for bisulfite treatment.

**Primer pairs used for bisulfite treatment**

# Supplementary material for: Genome-wide comparative analysis of DNA methylation between soybean cytoplasmic male-sterile line NJCMS5A and its maintainer NJCMS5B
**Source:** BMC Genomics. 2017 Aug 10;18:596. doi: 10.1186/s12864-017-3962-5
**Supplement:** Supplementary file 11 — Primer pairs used for quantitative real-time PCR (qRT-PCR).

**Primer pairs used for quantitative real-time PCR (qRT-PCR)**

| primers | Gene name | Primer sequence (5’-3’) | Length |
| --- | --- | --- | --- |
| Primer1 | β-Tublin | F: GGAGTTCACAGAGGCAGAG  R: CACTTACGCATCACATAGCA | 189 |
| Primer2 | Glyma.06G248800 | F: ACCCTTGTTCTAATGGCCAGTG  R: TCAGAGCAAGATAAGCCACAAGT | 144 |
| Primer3 | Glyma.U045200 | F: ACAAAGGGTGTGGACCAAGG  R: TTGTTGGCAGGGACATCCTC | 188 |
| Primer4 | Glyma.06G266900 | F: CTCAAGTGGCATACCGAAACAG  R: ACCAAGGCAGGGACAAGTTCT | 117 |
| Primer5 | Glyma.08G305500 | F: AGGTAAACCCAAGAAAGCGAT  R: CTCCAAATCCAAGCCATTACCT | 146 |
| Primer6 | Glyma.16G195100 | F:TGGGCTGTGCAAGAGTGG  R: AGCGCTTCATCAAACAAGCC | 139 |
| Primer7 | Glyma.14G212600 | F: CCTGCACTCACCTTCTTCAATG  R: TTCTCGGAATCGTTGATGGCT | 100 |
| Primer8 | Glyma.U029400 | F: GGTGGCATAGGAAAGGATAAGTT  R: CACCACCAACTATACAACACAAG | 125 |
| Primer9 | Glyma.U040000 | F: GGAGTTTGTGTTGCCTTGGAG  R: TCTCCTTTCCTTAAACCCCTTC | 159 |
| Primer10 | Glyma.U013000 | F: TGGAGGAGAAACCATGACTGAA  R: TCTTCACATCAATCCCATCCC | 122 |

β-Tublin as the internal control gene

How the deposited data were processed for this re-analysis (not part of the article)

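Genomic DNA of pooled flower buds was measured by whole-genome bisulfite sequencing in 2 libraries, 1 of the CMS line NJCMS5A and 1 of its maintainer NJCMS5B. Sample labels and the paper gave the same line for each library.

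The authors aligned the clean reads to the Williams 82 genome with Bismark and kept uniquely mapped reads, and then called DMRs with swDMR in windows of 1000 bp and steps of 100 bp, with an FDR of at most 0.05 and what the paper calls coverage changes of at least 5. In the deposited table of DMRs, the authors gave the methylation level as a fraction, which is the methylated share of the cytosine calls of a DMR without correction for unconverted cytosines. The authors gave the coverage of a DMR as the mean depth per cytosine, not normalized between the libraries, and the number of its cytosines. The deposited p-values of the DMRs come from the authors' Fisher test. The authors' annotation lists each DMR with each gene whose promoter (2 kb upstream), UTR, exon or intron it overlaps, with the ratio of the levels. The difference of the levels in the deposited annotation is a score from the authors, the level of NJCMS5A minus that of NJCMS5B. GO results are the authors' GOseq p-values over all DMGs, and KEGG results are the authors' hypergeometric p-values from KOBAS, both with a corrected p-value. Gene names follow the deposited annotation; of the gene names in the reference table given for soybean, 0 matched them, so no other names were used.

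From these tables, the calls behind each level were recovered as level times depth times number of cytosines. The test for each DMR was a two-sided Fisher's exact test of the methylated and unmethylated calls, with Benjamini-Hochberg adjustment over the 3527 DMRs. The adjustment covers only DMRs that the authors had called, since windows that were not called were not analysed. Intervals are 95% Wilson intervals for shares. Those of ratios are the Wilson interval of the hypo-methylated share of both gene counts together, turned into a ratio. They treat the counts as separate genes, although genes with DMRs of both directions are in both. Intervals of Spearman's rho come from the Fisher transformation. DMRs were called hypo-methylated where the level was lower in NJCMS5A. DMGs were classed from the directions of their annotated DMRs, as hypo-methylated, hyper-methylated or, with both directions, unstable. A gene with DMRs of both directions in a functional region was counted in both. The hyper-methylated DMGs were tested for GO terms with a one-sided hypergeometric test against the 38033 background genes of the deposited table. Background genes without enough depth to carry a DMR were not identified in the deposited tables and stayed in the background. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

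The median depth of a DMR was 11.3 in NJCMS5A and 10.7 in NJCMS5B, and 85 DMRs had a depth over 50 in a library. A level of a DMR with the median 215 cytosines rests on many calls, so counting error is small, but calls from neighbouring cytosines of the same reads are not independent. As an alternative, the reads of a DMR were divided by its mean depth and rounded, so that each cytosine counted once. With 1 library per line there is no biological error, and no difference can be assigned to the lines apart from the libraries.

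Genes named in the text were fixed before the data were examined, as each gene the paper names as a DMG in its text, figures and Table 4 (16 genes with 20 DMRs), and, among the DMRs with at least 100 cytosines and a depth of at least 10 in both libraries, the 3 with the largest increase and the 3 with the largest decrease in NJCMS5A. The GO terms and pathways named are those the paper names, and the pathway with the lowest p-value. The genes of the sperm and membrane terms, and the tests of depth on scaffolds, were chosen after their values were seen.

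The 25 clone regions were matched to DMRs by the ratio and difference of levels listed in Additional file 8, first on the same sequence. For 1 region on Chr05 no DMR of that sequence had the listed values, and the only DMR that has them, on scaffold_263, was used; this step was added after the values were seen. Positions of the clone regions were taken from the primer table (Additional file 10), since Additional file 8 prints other end or start coordinates for the regions on Chr03 and scaffold_22. This was also chosen after the values were seen. By the coordinates of Additional file 8, 18 regions lay inside their DMR, and 16 of these had the same direction. Whether the region of Chr05 is included changed the number of regions with the same direction from 20 of 24 to 21 of 25.

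The computations were tested on simulated data. Of 200 planted differences of 10 percentage points among 3527 simulated DMRs, 180 were called, all in the right direction, and 5 other DMRs were called. For the hypergeometric test, counts were drawn for 334 genes, the number of annotated DMGs, and p was not adjusted. With random genes, 2.84% of 1242 terms fell under 0.05. With genes enriched 5 times, 87.5% of 954 terms with 50 genes or more fell under it. The test on the 139 annotated DMGs with a hyper-methylated DMR, and its adjustment, were not simulated. For the comparison of displaced positions, a displacement of 2400 bp planted on 111 scaffolds gave a higher correlation there than at the same positions and at the opposite displacement in 100 of 100 runs. Over all displacements up to 8000 bp, the highest correlation lay exactly at 2400 bp in 31 of the runs, and between 2100 and 2700 bp in all of them; with more noise, it lay there in 15 runs and between 2000 and 3100 bp in all.

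Before the data were examined, 80 alternatives for 13 results were set, among them a higher depth, more cytosines, a larger level difference, chromosomes only, corrected levels and adjusted GO and KEGG p-values. A further 23 were added after the data were seen. Methylation outside the DMRs, by sequence context or by gene region across the genome, and gene expression were not analysed here.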

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

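In this part, the tests of depth on the share of scaffold DMRs, the correlation of depths at the same positions, the tests on different sequence under the same scaffold name and on the 13 scaffolds alone, and the restriction of the tests of repeated copies and of low depth to these 13 scaffolds, were chosen only after the results were seen.

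The share of DMRs on unplaced scaffolds, 91.2% (3216 of 3527), drew attention because the paper does not separate scaffolds from chromosomes, although most of its DMRs and many of its DMGs lie on scaffolds. DMRs covered 21.8% of the scaffold length up to the last DMR of each scaffold, against 0.0319% on the chromosomes. Any scaffold without a DMR is left out of this length, so the value of 21.8% may be overstated. Repeated sequence collapsed onto a scaffold would gather reads and raise the depth, but the share was 90.5% (95% confidence interval 89.4 to 91.5) among the 3179 DMRs with a depth of at most 20 in both libraries. Low depth would make chance differences, but the share was 92.3% (90.9 to 93.5) among the 1642 DMRs with a depth of at least 10. Both results argue against these explanations as the whole cause. Neighbouring DMRs within 5000 bp had opposite directions in 1200 of 2037 pairs on the scaffolds (58.9%, 56.8 to 61.0). If directions were independent, 49.6% would be found there. On the chromosomes, only 1 of 12 pairs had opposite directions (8.33%, 1.49 to 35.4), where 41.9% would be found if directions were independent. The difference between the lines that the design names stays open as a biological explanation and cannot be tested with 1 library per line.

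A further pattern was seen in the depths. On 13 scaffolds with 1860 DMRs, the depth of NJCMS5A at a position displaced by 2400 bp correlated with the depth of NJCMS5B (r 0.612, across positions in steps of 50 bp), whereas at the same positions r was 0.171 and at the opposite displacement 0.0892. The highest r in 100 shuffles of the NJCMS5A values within scaffolds was 0.191. For levels, r was 0.481 at the displacement and 0.185 at the opposite displacement, with the highest value, 0.511, at 3000 bp; r at the same positions was not used, because DMRs are selected for differing levels there. This drew attention because depth and position are columns the paper does not discuss. The displacement was noticed on these 13 scaffolds, so its r there is no independent evidence.

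Whether the positions of the libraries are displaced on the scaffolds in general was put to a test fixed before the other scaffolds were examined. That test failed. On the 111 other scaffolds with at least 3 DMRs (860 DMRs), the depth correlation was -0.00635 at the displacement of 2400 bp, 0.0636 at the opposite displacement and -0.135 at the same positions, and the highest r at any displacement up to 8000 bp, 0.0946, lay below the highest of 100 shuffles, 0.134. In simulated data on the same scaffolds, r at a planted displacement of 2400 bp exceeded r at the same positions and at the opposite displacement in 100 of 100 runs, with a median of 0.492 or, with more noise, 0.292 (lowest 0.143). A displacement common to the unplaced scaffolds is therefore argued against. On the 13 scaffolds, r of 0.612 against at most 0.191 in the shuffles argues against a chance order of the values. Whether displaced positions are the cause there stays open, because the displacement was found from these values.

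Other explanations were set against the same values. A difference in methylation was taken to leave the number of reads over a region nearly unchanged. This premise was not tested. The median log2 ratio of depths was higher in hypo- than in hyper-methylated DMRs by 0.062, so depth was not wholly unrelated to direction. On the premise, a difference in methylation would keep the correlation of depths at the same positions that the chromosomes have (Spearman's rho 0.695). On the scaffolds rho was 0.142, and on the 13 scaffolds alone it was 0.264 (approximate 95% confidence interval 0.221 to 0.306). If the premise holds, both values argue against a difference in methylation alone. On the 13 scaffolds, however, the depths also varied less than on the chromosomes, which can lower rho. The standard deviation of log2 depth there was 0.355 in NJCMS5A and 0.381 in NJCMS5B, against 0.546 and 0.606. Repeated copies collapsed onto a scaffold would need regions of high depth. On the 13 scaffolds, however, r at the displacement still exceeded that at the opposite displacement by 0.275 among DMRs with a depth of at most 20 (highest of 100 shuffles 0.0599). Without this limit the excess was 0.522, and r at the opposite displacement rose from 0.0892 to 0.210 with it. Regions of high depth therefore carry part of the pattern, and collapsed copies are argued against only as its whole cause. Near-identical copies that are separate in the assembly need not have a high depth, so the limit cannot test them and they stay open. Low depth would leave no pattern of levels at a depth of at least 10, but there the excess on the 13 scaffolds was 0.273 (highest of 100 shuffles 0.146). On the other scaffolds, the excess for depth among DMRs with a depth of at most 20 was 0.208 (highest of 100 shuffles 0.178). There, r at the displacement itself, 0.109, lay below the highest of the shuffles, 0.133. The highest r at any displacement in these DMRs, 0.128, lay at 2800 bp. At a depth of at least 10, the excess on the other scaffolds was 0.105 for levels (highest of 100 shuffles 0.277) and -0.0187 for depth (0.197). A strain variant against the reference would displace each scaffold in its own way; of the 28 other scaffolds with at least 10 DMRs, 5 had too few positions to compare, and of the other 23, 13 (56.5%, two-sided exact binomial p = 0.678) had the higher depth correlation at the displacement, against 11 of the 13 first examined (p = 0.0225), and the number of scaffolds keeps this open. That reads of the libraries were placed on different sequence under the same scaffold name also stays open: rho at the same positions was 0.0309 (approximate 95% confidence interval -0.0223 to 0.084) over the 1356 DMRs of the scaffolds not first examined, and this value cannot be told apart from what large differences in copy number between the lines would give. The aligned reads or the scaffold sequences used for either library would settle it.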

How the results depend on the processing

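The alternatives were set before the deposited data were examined, except where stated otherwise. Part of the paper's own list of DMRs was readable by then. Counts have no direction to reverse, and shares were only labelled as staying or moving. A reversal was looked for in the ratios, the named differences, the clone directions and the depth ratio, and none was found. The named differences were at least 10 percentage points in size, which left little room for one. Over 17 results that answer a comparison, 79 of 112 values under these alternatives stayed, 32 moved and 1 lost significance. The limits used were a factor of 1.5 for counts of DMRs or genes and the confidence interval for shares and ratios. Over 30 other results, which are the differences of the 26 named DMRs and the numbers of DMGs by region other than the promoter, 69 of 84 values stayed, 12 moved and 3 lost significance. Of 35 values under alternatives chosen after seeing the data, for 16 results that answer a comparison, 29 stayed and 6 moved. No paired analysis was possible because each line had 1 library. The cause of the changes below was not tested beyond the construction of each alternative, which leaves out DMRs or genes.

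With a level difference of at least 20 percentage points, 1194 DMRs were left, of which 99.4% lay on scaffolds. They gave 87 hypo-methylated, 18 hyper-methylated and 1 unstable DMG, and 61 promoter DMGs, as many as the 61 exon DMGs, and the ratio of hypo- to hyper-methylated DMGs rose to 3.77 in the promoter, 7.33 in the 5′UTR, 6.62 in the exon, 4.18 in the intron and 13 in the 3′UTR. With a depth of at least 10 in both libraries, 1642 DMRs were left, 92.3% on scaffolds, with 74 unstable DMGs. With at least 20 cytosines the scaffold share was 92.6%, and with each cytosine counted once it was 94.4%.

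On the 20 chromosomes alone, 311 DMRs were left and 70.1% of them were hypo-methylated, against 55.8% of all DMRs. There were 110 hypo-methylated, 30 hyper-methylated and 1 unstable DMG and 94 promoter DMGs, with a promoter ratio of 4.22. The median log2 ratio of depths (NJCMS5A over NJCMS5B) was higher in hypo- than in hyper-methylated DMRs by 0.062 over all DMRs (permutation p = 5e-05, across DMRs, which are not independent replicates), and by 0.082 on the chromosomes (permutation p = 0.121).

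In the gene body alone, 54 DMGs were hyper-methylated and 71 unstable, and in the promoter alone 42 were unstable. With unstable genes left out, the ratio was 2.58 in the promoter, 4.42 in the exon, 3.59 in the intron and 8 in the 3′UTR. With only those genes left out that have DMRs of both directions in the region, an alternative chosen after seeing the data, it was 4.8 in the exon and 4.23 in the intron, and in the promoter it rose to 2.03, within the interval.

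With Benjamini-Hochberg adjustment, 0 GO terms passed 0.05 against 80 at an unadjusted p under 0.05, and 0 pathways against 11. For the hyper-methylated DMGs, where the alternatives were chosen after seeing the data, 0 terms passed with adjustment against 94 without, and 57 passed without adjustment when unstable genes were left out. Leaving out pairs whose gene name gives another sequence, also chosen after seeing the data, moved no result beyond these limits.

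The depth limits what single DMRs can show. With each cytosine counted once, the differences in Glyma.06G266900 (-12.2 percentage points), in the short DMR of Glyma.U029400 (-12.5) and in the short DMR of Glyma.U013000 (15.4) no longer passed the Fisher's exact test, while their direction stayed. Correcting the levels for the conversion rates of Table 1 moved no result beyond these limits as long as the difference of at least 10 percentage points was not required again. When it was, an alternative chosen after seeing the data, 3417 DMRs were left, 92.4% of them on scaffolds. Of the 258 left on the chromosomes that also passed the Fisher's exact test again, 64.3% were hypo-methylated, below the interval of 64.8 to 74.9 without correction.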

Differences from the paper's values

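For the exon, 87 DMGs had a hyper-methylated DMR against the paper's 40 (Table 2). Among the alternatives set before the data were examined, a depth of at least 10 in both libraries gave 53 and leaving out unstable genes gave 33, both within 1.5 times the paper's value, while the others did not close the gap. Leaving out only the genes with DMRs of both directions in the exon, which was chosen after seeing the values, gave 40. The same counting gave 192 hypo-methylated and 232 exon DMGs in total, against the paper's 199 and 239, so it did not give every exon value of Table 2.

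For the intron, 89 DMGs had a hyper-methylated DMR against the paper's 38. A depth of at least 10 gave 55 and leaving out unstable genes gave 34, both set before the data were examined, and the others did not close the gap. Leaving out genes with DMRs of both directions in the intron, chosen after seeing the values, gave 39. It gave 165 hypo-methylated DMGs and 204 in total, against the paper's 170 and 208. The same counting, applied to the promoter, gave 193 hypo-methylated, 95 hyper-methylated and 288 DMGs in total (59.4% of the DMGs), against the paper's 192, 95 and 287 (59.2%), where counting such genes in both directions gave 235, 137 and 330 (68.0%).

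The deposited KEGG table lists 168 pathways against the paper's 35, and 113 when at least 2 DMGs were required, so this alternative did not close the gap. With an unadjusted p-value under 0.05 there were 11 pathways against the paper's 35 enriched pathways, and 0 with Benjamini-Hochberg adjustment; none of the alternatives set before the data were examined closed the gap. None of the pathways that the paper lists had a p-value under 0.05.

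The paper counts DMRs with a genomic feature, where the deposited annotation holds 739 pairs of DMR and gene from 600 different DMRs. By the deposited levels and by the whole-genome values of Additional file 8, 18 of the clone regions are hypo-methylated and 7 hyper-methylated, against the paper's 16 and 9. Classed by the direction of the clone differences instead, 16 are lower in NJCMS5A and 9 higher, as in the paper. By either classing, 15 and 6 have the same direction in both data, against the paper's 13 and 8, so that gap stays.

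Table 4 gives the promoter of Glyma.U015500 as hypo-methylated, whereas its only promoter DMR had a higher level in NJCMS5A by 18.5 percentage points; the DMR over its exon and intron had a difference of -15.8. The paper describes Glyma.U029400 as higher in NJCMS5A, from levels whose source its text does not name, whereas 2 of its 3 DMRs were lower in NJCMS5A, with differences of -10.5 and -12.0 percentage points, and 1 was higher, with 10.4. The legend of Fig. 6 calls the regions of Chr08, Chr10 and scaffold_27 hyper-methylated and that of scaffold_21 hypo-methylated, whereas the deposited levels and the paper's text have the opposite directions, with differences of -10.1, -13.3, -11.9 and 10.5 percentage points.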

Other observations

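In this part, the requirement of a difference of 11 percentage points in the first paragraph was chosen only after the result was seen.

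On the chromosomes, 218 of 311 DMRs were hypo-methylated in NJCMS5A (70.1%, 95% confidence interval 64.8 to 74.9). The lower conversion rate of NJCMS5B could raise its levels. After correction for the conversion rates of Table 1, and requiring a difference of at least 10 percentage points again, 167 of 259 DMRs were hypo-methylated (64.5%, 58.5 to 70.1), or 64.3% of 258 when the Fisher's exact test was also required again. DMRs that fell short before correction are not among the deposited ones, so a difference of at least 11 percentage points was also required, which gave 88 of 147 (59.9%, 51.8 to 67.4) with correction and 100 of 150 (66.7%) without. Conversion thus lowers the share and leaves it above 50%, which argues against conversion as the whole cause. Hypo-methylated DMRs were the majority both where NJCMS5A was deeper (122 of 164, 74.4%, 67.2 to 80.5) and where NJCMS5B was deeper (94 of 145, 64.8%, 56.8 to 72.1), which argues against depth. A difference between the lines may remain as a hypothesis; with 1 library per line it cannot be separated from a difference between the libraries, and the intervals treat DMRs as independent.

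The DMRs with the largest differences all lie on unplaced scaffolds. Among the 1453 DMRs with at least 100 cytosines and a depth of at least 10, the largest decreases were on scaffold_2184 from 387 to 990 (0.39% in NJCMS5A, 49.8% in NJCMS5B), scaffold_2185 from 87 to 1206 (0.107% and 46.9%) and scaffold_2080 from 2369 to 3151 (0.254% and 45.8%). Their depths differed between the libraries, 17.2 in NJCMS5A against 138 in NJCMS5B, 10.1 against 456, and 530 against 289. The largest increases were on scaffold_317 from 22000 to 23699 (47.5% and 0.599%, depths 15.1 and 15.1), scaffold_1952 from 2267 to 2922 (47.5% and 0.845%, depths 79.6 and 12.4) and scaffold_1488 from 3063 to 3715 (45.8% and 0.938%, depths 17.1 and 12.4). Only the DMR on scaffold_2080 was annotated to genes, Glyma.U009100 and, by its UTRs alone, Glyma.03G053400. No explanation was tested for these DMRs.

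Of the 85 pairs of DMR and gene that were annotated by a UTR alone, 84 have a gene whose name gives another sequence than the DMR, among them 51 by the 5′UTR alone and 26 by the 3′UTR alone. Glyma.16G195100 of Table 4 is such a gene, and its DMR lies on scaffold_44.

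In the clones of Additional file 7, which are the paper's values, the level was higher in the CG than in the CHH context in 37 and higher in the CHG than in the CHH context in 36 of 42 samples, from 21 regions with both lines. The clone differences had a median size of 6.16 percentage points and reached 55.6, while the whole-genome differences of the same regions ran from 10.0 to 23.7.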
